# Identification of universal and cell-type specific p53 DNA binding

**DOI:** 10.1186/s12860-020-00251-8

**Published:** 2020-02-18

**Authors:** Antonina Hafner, Lyubov Kublo, Michael Tsabar, Galit Lahav, Jacob Stewart-Ornstein

**Keywords:** p53, ChIP-seq, Chromatin, DNA damage, Gene expression

## Abstract

**Background:**

The tumor suppressor p53 is a major regulator of the DNA damage response and has been suggested to selectively bind and activate cell-type specific gene expression programs. However recent studies and meta-analyses of genomic data propose largely uniform, and condition independent p53 binding and thus question the selective and cell-type dependent function of p53.

**Results:**

To systematically assess the cell-type specificity of p53, we measured its association with DNA in 12 p53 wild-type cancer cell lines, from a range of epithelial linages, in response to ionizing radiation. We found that the majority of bound sites were occupied across all cell lines, however we also identified a subset of binding sites that were specific to one or a few cell lines. Unlike the shared p53-bound genome, which was not dependent on chromatin accessibility, the association of p53 with these atypical binding sites was well explained by chromatin accessibility and could be modulated by forcing cell state changes such as the epithelial-to-mesenchymal transition.

**Conclusions:**

Our study reconciles previous conflicting views in the p53 field, by demonstrating that although the majority of p53 DNA binding is conserved across cell types, there is a small set of cell line specific binding sites that depend on cell state.

## Background

p53 is the major transcription factor regulating the DNA damage response in mammals, by inducing transcription of genes involved in DNA repair, cell cycle arrest and apoptosis{Kruiswijk, 2015 #3} [1, 2]. Though ubiquitously expressed across human tissues, it remains unclear to what extent p53 functions are shared across different cell types. Context specific regulation of gene expression by p53 has been a long-standing hypothesis in the p53 field, and implies that p53 can integrate information about cellular context and the type of stress to selectively activate some target genes versus others [1, 3–5]. Several studies have shown that there are cell-type specific p53 DNA binding sites and corresponding activation of gene expression [6–10]. However, comparison of p53 binding across multiple cell in different human cell lines or upon different treatments has shown a strong agreement in the majority p53 binding locations [10, 11] and activation of a core set of target genes [12]. These studies compared pairs of cell lines or supplemented single cell line data with meta-analysis of published datasets, an approach that is powerful for identifying universal p53 binding sites but has limits for detection of cell line specific binding patterns due to divergent experimental conditions across datasets.

In this work, we explored cell-type and stimulus specificity of the tumor suppressing transcription factor p53 at the level of DNA binding. To study how p53 binding varies across cell types, we measured p53 DNA binding in 12 cancer cell lines from different tissue types in which we have previously shown a comparable accumulation of p53 [13] in response to ionizing radiation (IR). By treating this panel of epithelial cell lines with a dose of IR sufficient to induce uniform p53 activation across cell lines and measuring p53 binding at an early (2 h) time-point we minimized secondary effects and focused on measuring the rapid and direct binding of p53. Our approach differs from the majority of p53 datasets in the literature, which use chemotherapy agents such as doxorubicin or the p53 activator Nutlin3A at later time-points of 6 to 12 h. This coherent set of samples allowed us to rigorously explore the heterogeneity of p53 binding and identify the influence of universal genomic and cell line specific chromatin factors on p53 binding.

We found that the majority of p53 binding events to be universal across cancerous cell lines and RPE1, a non-cancerous transformed line, with strong quantitative agreement in binding magnitude. We further found that Nutlin3A treatment resulted in a nearly identical set of p53 binding events as IR, suggesting the conservation of these binding sites across treatments [11]. The presence of highly conserved p53 DNA binding sites is consistent with previous meta-analysis of p53 DNA binding [10, 11]. However, we also identified a set of variable p53 binding events (~ 5%) present in only one or a handful of cell lines. These binding events were often near transcriptionally active genes and correlated strongly with cell line specific chromatin accessibility. Consistent with this, we were able to alter p53 DNA binding when we pharmacologically modified the chromatin state or induced an epithelial-to-mesenchymal transition to globally change cell state. Taken together, our data shows that the majority of p53 DNA binding is context independent but there is a small but potentially important set of cell-type or cell-state specific binding sites for p53.

## Results

### p53 binding across the genome is stereotyped across cell lines

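p53 ChIP-seq was performed on 12 cell lines 2 h after 4 Gy of X-rays, with 1 library per line and no replicates, so no value per line carries an error. The panel held 5 melanoma lines (LOXIMVI, SKMEL5, MALME3M, UACC62 and UACC257), 2 lung lines (H460 and A549), 2 kidney lines (UO31 and A498), the breast line MCF7, the bone line U2OS and the colon line HCT116. The authors aligned the reads to hg19 with Bowtie, called peaks with HOMER and MACS2 on the reads of all lines together, and removed peaks of the ENCODE black list. They counted reads per peak, subtracted the signal of the flanking sequence and scaled all lines to the same total. The deposited table holds these normalized counts, and each line adds up to between 93136.7 and 93136.8 over the peaks. Reads in peaks were estimated for each line from the smallest step between its values, with 21.8 steps per counted read, the ratio found in the 1 library that another table gives as reads. The estimate was 9088 reads for MALME3M, 16077 for SKMEL5 and 20723 for UACC62, and ran from 39925 to 191512 in the other lines, with a median of 69330 over all 12. The paper states the number of sequenced reads instead; the values here rest on the reads in peaks.

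The deposited values stand 1 cell to the left of their headers, and the coordinates are not in the order of the values. Sorted by chromosome and start, the coordinates matched 1999 of the 1999 peaks listed in Table S2, against 0 in the deposited order. They also placed 2787 of 2822 peaks with a named nearby gene (98.8%) within 10 kb of that gene, and these sorted coordinates were used. From there, a peak was counted as bound in a line above 4 normalized counts, the threshold in the methods. Table S1 of the paper equals the number of peaks above 2 in all 12 lines, as with 7745 in H460, where 6397 were above 4. Correlations took the log2 of the normalized counts plus a pseudocount of 1, over the 8722 peaks with a mean of at least 2.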

To study how p53 binding varies across cell lines we treated 12 cell lines expressing wild type p53 with ionizing radiation (IR; X-Ray 4Gy) for 2 h and performed ChIP-Seq. We have previously shown that these cell lines show similar (with 2-fold) p53 abundance at this time point [13]. Visual inspection of well-established p53 target genes showed clear ChIP peaks in all cell lines (Fig. 1a). 

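CDKN1A encodes p21, the inhibitor of cyclin-dependent kinases through which p53 arrests the cell cycle. Its promoter peak, on chromosome 6 of hg19 from 36644169 to 36644328, lies in the 5′ UTR, 11 bp from a transcription start. It had a mean of 151 normalized counts over the 12 lines, from 75.7 in A498 to 246 in MALME3M. A further peak upstream, from 36634960 to 36635119, had a mean of 128. MDM2 encodes the ubiquitin ligase that degrades p53. The peak in its intron, on chromosome 12 from 69202675 to 69202834, had a mean of 232 normalized counts, from 69.0 in U2OS to 594 in UACC257. BBC3 encodes PUMA, a BH3-only protein that drives apoptosis. Its intron peak, on chromosome 19 from 47734511 to 47734670, had a mean of 136, from 59.6 in U2OS to 275 in UACC62, and a further peak in its coding sequence, from 47735745 to 47735904, had a mean of 30.7. Each of these 5 peaks was above 4 normalized counts in all 12 lines, where the median peak of a line had between 0.470 and 7.23.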

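By line, the number of peaks above 4 normalized counts had a median of 6085. It was 7159 in UO31, 6397 in H460, 6333 in HCT116 and 6283 in U2OS, and 5777 in MCF7. The median peak was bound in 8 of the 12 lines. Of the peaks, 571 were bound in all 12 lines and 2456 in at least 10, while 221 were bound in at most 3 and 12 in exactly 1. With SKMEL5 and MALME3M left out, 1163 peaks were bound in every remaining line. The threshold sets these counts: above 8 normalized counts, the median line had 3654.5 peaks. It also asks for unlike numbers of reads. By the estimate, 1 read was worth 10.2 normalized counts in MALME3M, 5.79 in SKMEL5 and 4.49 in UACC62, so 1 read could pass there. In UO31 1 read was worth 0.486.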

Overall, by pooling data from all cell lines, we confidently called 8742 p53 ChIP peaks. De novo motif analysis identified the p53 binding motif that was centrally enriched within peaks (Fig. 1b) and closely matches the experimentally validated binding site [14].

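A 20 bp matrix was started from the p53 consensus and refined on the central 160 bp of these same peaks, so it does not recover the motif independently. Its most frequent bases read GGACATGCCCAGACATGCCC, which holds a pair of the CATG cores of the p53 response element. The best match in 500 bp around each peak was scored against this 20 bp matrix, and 17484 flanking windows gave the background. Of the 8742 peaks, 2808 (32.1%) scored above 12.1, the 95th percentile of the flanks. Of these, 79.6% had the match within 50 bp of the peak's centre, against 21.0% for an even spread. Refining the matrix on the peak centres favours both values. The median best score was 8.80 in peaks and 6.88 in flanks, and the area under the ROC curve for peaks against flanks was 0.670. The strongest sites included the peak 46446 bp from IER5, an immediate early gene, on chromosome 1 from 181104203 to 181104362, with a score of 23.1.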

**Fig. 1:**
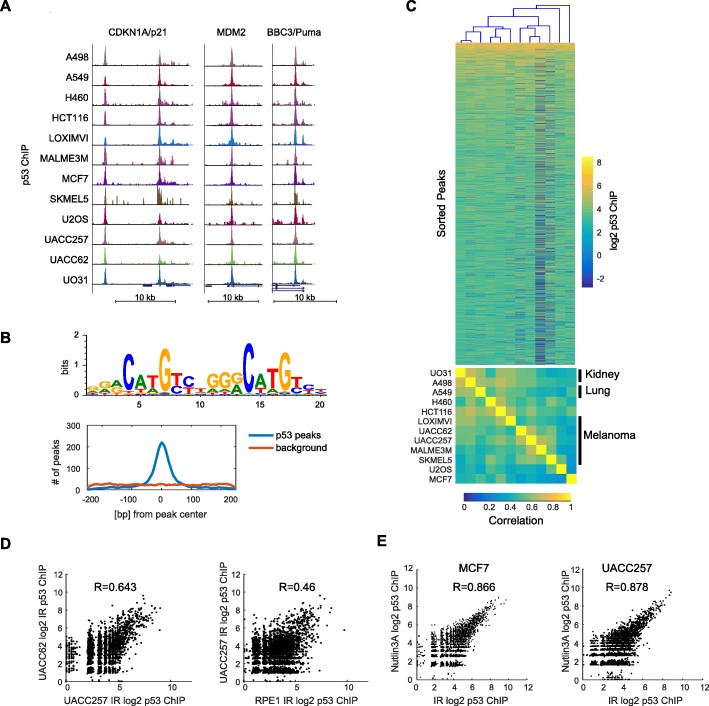
Stereotyped p53 binding across 12 cell lines. (**A**) ChIP-seq for p53 in 12 p53 wild-type cell lines. UCSC screen shots of p53 binding sites for three canonical p53 target genes are shown. (**B**) Motif analysis recovered a p53 motif that was centrally enriched within peaks. (**C**) Heatmap showing p53 binding intensity in 8742 locations in the genome. Cell lines were clustered on p53 binding and resulted in lineages clustering together. (**D**) Comparison of p53 binding in two cancer cell lines (UACC62 and UACC257) as well as between one cancer (UACC257) and one non-cancerous cell line (RPE1). (**E**) Comparison of p53 binding between Nutlin3A and IR treated samples in MCF7 or UACC257 cells

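The peaks with the highest mean were bound in all 12 lines. The highest, in the UTR of WDR74 on chromosome 11 from 62609131 to 62609290, had a mean of 436 normalized counts. A pair of peaks at the microRNA gene MIR3648-1, on chromosome 21 from 9825606 and from 9826053, had means of 399 and 338. An intron of LINC01483 on chromosome 17, from 67603424, had 260, and the peak near IER5, a gene of the early stress response, had 238. The peaks at BTRC, which encodes a ubiquitin ligase subunit, near PAPPA and at PRRC2C had 224, 206 and 185. Sequence did not mark all of them: WDR74 had a motif score of 7.35, close to the median of the flanks, while the peak near PAPPA scored 22.4. Input DNA was not compared at these peaks, so high background at some of them is not excluded. The paper reasons from the heatmap of all peaks (Fig. 1c) that binding strength at each site was conserved between the lines.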

The quantitative strength of p53 binding at each genomic locus was highly conserved across the 12 cell lines (Fig. 1c). 

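MALME3M had 3229 peaks above 4 normalized counts and SKMEL5 had 4631, the lowest of the 12 lines. In MALME3M 3335 peaks had a value of 0 and the median peak had 0.470 normalized counts, while in SKMEL5 1470 peaks were at 0. The strong sites were still bound: the CDKN1A promoter peak was highest in MALME3M of all lines. These lines also had the fewest reads. Over the 12 lines the number of peaks rose with the log10 of the reads (r = 0.830, permutation p = 8.6e-04; rho = 0.671, permutation p = 0.021). Without SKMEL5 and MALME3M, which lie farthest from the median depth, r was 0.509, so the relation rests largely on those lines.

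**Figure D1:**
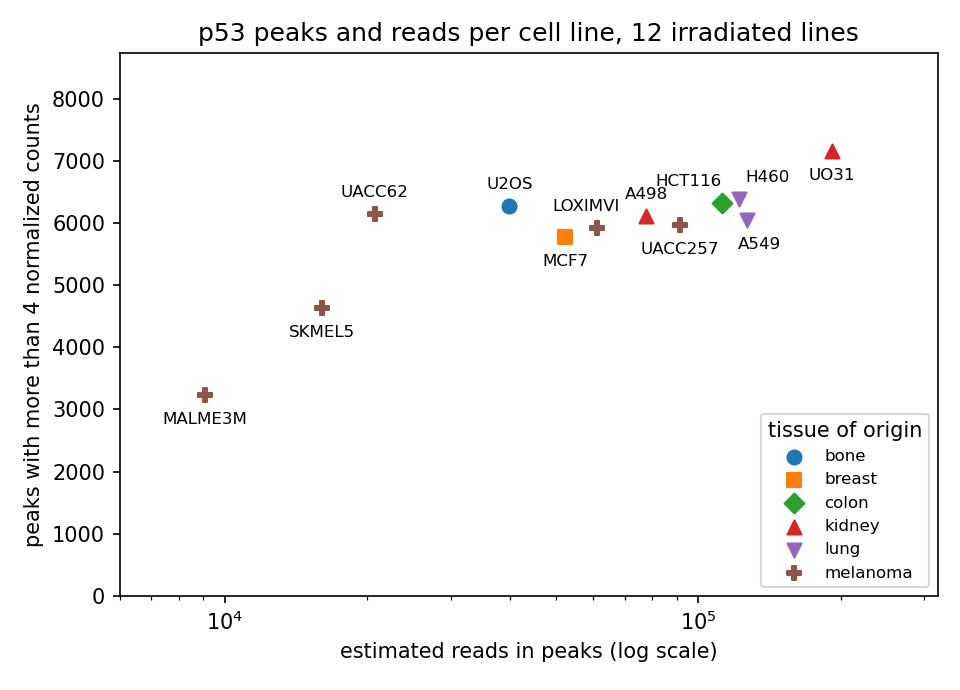
Number of peaks above 4 normalized counts against the estimated reads in peaks (log scale) for each of the 12 lines, with 1 point per line and the symbol giving its tissue. MALME3M, at 9088 reads, and SKMEL5, at 16077, lie below all other lines.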

Aside from weaker p53 signal in the SKMEL5 and MALM3E cell lines, no strong groups of cell lines appeared by eye. However, hierarchical clustering sorted the cell lines by tissue of origin, with pairs of lung and kidney lines, and melanoma lines grouping together (Fig. 1c). These p53 bound regions were also similar to other published datasets [11] (average within dataset Pearson correlation 0.53+/− 0.099 (stdev), average correlation to external datasets 0.41+/− 0.11; Additional file 4: Figure S1). It was previously suggested that cancer cell lines show a different p53 binding profile from non-cancerous cells [6]. 

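The lung lines A549 and H460 were the closest pair of all, with r = 0.518 across peaks. The kidney lines A498 and UO31 formed a pair, and so did the melanoma lines UACC257 and UACC62, which MALME3M and then SKMEL5 joined. The melanoma line LOXIMVI did not join them: it grouped with the kidney lines, and its nearest line was UO31 (r = 0.409). HCT116 and then MCF7 joined the lung pair. Of the 9 lines that share a tissue with another line, 8 were nearest to a line of that tissue. The mean r was 0.309 ± 0.112 (SD, n = 12 pairs) within a tissue and 0.266 ± 0.0857 (SD, n = 54 pairs) between tissues. This difference of 0.0426 did not pass a one-sided permutation test of the tissue labels (p = 0.112), and with Spearman's rho in place of r it was 0.0643 (permutation p = 0.034).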

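Between the 12 lines, the mean r across peaks was 0.274 ± 0.0917 (SD, n = 66 pairs of lines). The lowest r was 0.128, between the kidney line UO31 and the melanoma line SKMEL5. Averaged over its 11 partners, a line's r ran from 0.209 in SKMEL5 to 0.345 in HCT116. This mean rose with the log10 of the reads in peaks over the 12 lines (r = 0.743, permutation p = 0.0035). With all lines thinned to 1 depth, chosen after seeing the data, it ran from 0.107 in U2OS to 0.166 in MALME3M, with 0.138 in SKMEL5. These are correlations across peaks within pairs of libraries, and peaks are not independent replicates. The scale also sets their size: on normalized counts without the log2, chosen after seeing the data, the mean r was 0.543. The published datasets were not used here.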

We therefore compared the 12 cancer cell lines to an identically treated non-transformed line, RPE1, which we treated with IR, identically to the cancer cell lines. 

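RPE1 is an immortalized line of retinal pigment epithelium that is not derived from a tumor. It was irradiated with 4 Gy and collected after 2 h, and 1 ChIP-seq library without replicates was read out over the peaks of the cancer lines. The authors counted, background-subtracted and scaled it as they did for the panel, and the deposited values were compared with each line on the same log2 scale. RPE1 had a median of 7.66 normalized counts per peak and 104 peaks at 0. Its values have a step of 0.0871.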

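The line closest to RPE1 was the kidney line UO31, with r = 0.400 across peaks, and the farthest was the melanoma line SKMEL5, with r = 0.109. Over the 12 cancer lines, the mean r of RPE1 was 0.239 ± 0.0840 (SD, n = 12 lines). This is within the range of the single cancer lines, each averaged over the others (0.209 to 0.345), and the difference from the mean between cancer lines is smaller than their spread.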

We found that p53 binding at identified sites in RPE1 cells in response to IR was highly correlated with p53 binding in the 12 cancer cell lines (Fig. 1d; average Pearson r = 0.48+/− 0.117 for correlation (RPE, Cancer Lines) vs an average of 0.53+/− 0.099 for correlation (Cancer, Cancer)).

To further explore if the apparent uniformity of p53 binding is specific to IR, we treated, two cell lines, MCF7 and UACC257, with a small molecule, Nutlin3A, that is known to activate p53{Vassilev, 2004 #37} [15]. 

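Nutlin3A blocks the binding of MDM2 to p53 and so stabilizes p53 without damaging DNA. MCF7 and UACC257 cells were treated with 5 µM Nutlin3A for 2 h, and each gave 1 ChIP-seq library, to set beside the library of the same line after irradiation. The deposited values were made by the authors as for the panel. The median peak had 3.41 normalized counts in the Nutlin3A library of MCF7, with 1556 peaks at 0, and 6.04 in that of UACC257, with 245 at 0. Smallest steps of 0.148 and 0.0930 between values correspond to fewer reads than in the irradiated libraries of the same lines.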

In both MCF7 and UACC257, 2-h treatment with IR or Nutlin3A lead to similar levels of p53, with Nutlin3A producing slightly higher amounts (Additional file 4: Figure S2). 

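In the breast line MCF7, the Nutlin3A and the irradiated library correlated with r = 0.575 across peaks, and in the melanoma line UACC257 with r = 0.645. Each Nutlin3A library was closer to the irradiated library of its own line than to any other line. The next line was HCT116 for MCF7, with r = 0.453, and the melanoma line UACC62 for UACC257, with r = 0.449. For comparison, the input DNA of MCF7, with no p53 enrichment, had r = 0.368 with the irradiated MCF7 library and a mean of 0.135 over the 12 lines. The scale affects these values more than the order: without the log2, a scale chosen after seeing the data, r was 0.886 in MCF7, 0.919 in UACC257 and 0.717 for the closest pair of lines.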

Comparison of p53 ChIP peaks between different conditions and cell lines, showed that IR-Nutlin3A correlations within each line that were stronger than any line - line correlations (Fig. 1e, Pearson r = 0.87 or 0.88 for MCF7 and UACC257, respectively, vs r = 0.73 for the maximum line-line) and is consistent with recent work showing clustering of p53 DNA binding by cell type and not treatment [16]. Thus, IR induced and pharmacologically induced p53 do not lead to distinct p53 function as measured by acute p53 DNA binding, as is consistent with recent work [17]. 

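The Nutlin3A libraries of MCF7 and UACC257 correlated with each other with r = 0.315 across peaks, below the r of each with its own irradiated line. From the correlation between treatments within a line, which the paper places above that between lines (Fig. 1e), the paper concludes that p53 activated by damage and p53 activated by a drug bind DNA alike at this time.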

Overall, our data shows that p53 DNA binding is globally conserved across cell types and treatments, however clustering of cell types by tissue or origin suggests that there may be p53 DNA binding features that are cell-type specific.

### Genomic DNA sequence has limited predictive power for p53 binding strength

Given the strong conservation of p53 binding across cell lines, and the recent analyses showing that DNA sequence is the best predictor of genomic p53 binding [11] we wondered if the DNA sequence was predictive of p53 binding strength. 

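Each peak was given the score of its best p53 site in the surrounding 500 bp, from a position weight matrix built on the peaks as for the motif above. Peaks with strong sites had more p53. In the lowest 25% of motif scores the median peak had 7.38 normalized counts, as the mean of the 12 lines, and in the highest 25% it had 9.79. Some of the strongest sites by sequence were also among the most bound, such as those near IER5 and PAPPA, with scores of 23.1 and 22.4. The second peak of BBC3, the apoptosis gene, scored 19.3 at a mean of 30.7 normalized counts. All correlations with the score are across peaks, which are not independent replicates.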

We tested this by comparing motif scores (calculated from the position weight matrix (PWM)) with p53 ChIP-seq signal intensity. The extent of the correlation between p53 ChIP signal and PWM score was highly cell line dependent (Fig. 2a), ranging from no correlation to correlation of 0.22 in a single cell line. 

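HCT116 had the highest r between motif score and p53 signal, 0.350, followed by the lung line A549 with 0.320. MCF7 had 0.266, the kidney lines A498 and UO31 had 0.259 and 0.207, and UACC62 had 0.243. In H460 r was 0.147 and in MALME3M 0.128. In 4 lines r was near 0: it was 0.0625 in UACC257, 0.0554 in LOXIMVI, 0.0481 in SKMEL5 and −0.00673 in U2OS. LOXIMVI and U2OS had more reads in peaks than UACC62, so depth did not order the lines.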

Averaging p53 binding over increasing numbers of cell lines resulted in better agreement between genomic motif score and p53 binding, with the highest correlation being 0.26, when we averaged across all datasets (Fig. 2a, b). Therefore, although the motif score significantly correlates with p53 DNA binding (Pearson’s r = 0.26, *p* = 2.0e-132), it only accounts for ~ 6% of the variance.

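A single line had a mean r of 0.173 with the motif score, over the 12 lines. The mean of 2 lines had 0.209 over 66 combinations, the mean of 6 lines 0.264 over 924 combinations, and the mean of 11 lines 0.286 over 12. For the mean of all 12 lines r was 0.288. The mean of 6 lines thus had most of the gain. HCT116 and A549 alone had a higher r than the mean of all lines.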

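With r = 0.288, the motif score accounted for 8.30% of the variance of the mean log2 signal across peaks. High signal without a strong site was seen at WDR74, which had the highest of all. Input DNA was not set against single peaks, so background as a source of such signal is not excluded. The pair of peaks at MIR3648-1 had scores of 4.88 and 7.78, below and above the median of flanking sequence, 6.88. The peak on chromosome 1 from 149223832 to 149223991, with a mean of 249 normalized counts, had a score of 4.80. With a pseudocount of 0.1 in place of 1, r was 0.263. The paper states that the motif score accounts for a small share of the variance.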

**Fig. 2:**
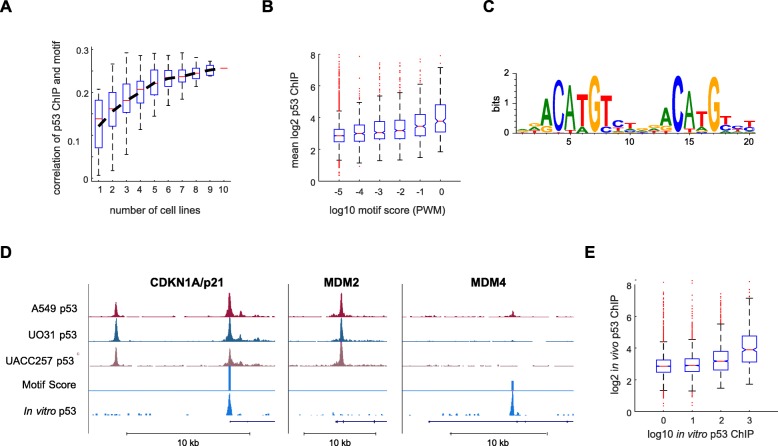
Genomic sequence is weakly predictive of p53 binding. (**A**) The correlation between motif strength and p53 binding is shown as a function of the number of cell lines across which the peak height was averaged, box plots represent the distribution of correlations across all possible cell line combinations. (**B**) The degree to which p53 binding motif predicts the strength of p53 binding is shown in a box plot, with p53 binding sites binned by their motif strength. (**C**) The top enriched motif identified by in vitro ChIP. (**D**) UCSC screenshots of p53 binding sites in A549, UO31 and UACC257 in response to IR, motif score, and in vitro p53 binding signal are shown for CDKN1A/p21, MDM2, and MDM4. (**E**) In vivo p53 binding strength is shown in a box plot, binned by in vitro p53 binding signal at each genomic site

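In this experiment p53 was bound to purified genomic DNA of MCF7 cells, free of nucleosomes and other proteins, precipitated and sequenced. The authors counted the reads of 1 library in the same 8742 peaks, and the deposited table gives these counts beside the mean of the irradiated lines. The library had 130512 reads in peaks, with a median of 3 per peak and at most 553. In 3536 peaks (40.4%) it had no read. From there, counts were taken on the log2 scale with a pseudocount of 1, with no replicate and no background library in the comparison. The background library of this assay was not used here.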

To explore if our motif analysis was simply a poor model of p53 binding, we performed an in vitro ChIP experiment. In this experiment, recombinant p53 was incubated with fragmented genomic DNA. This was followed by immunoprecipitation and deep sequencing, similarly to a recently published protocol [18]. As this assay uses fragmented protein free genomic DNA (with a size of ~ 300-600 bp), effects of chromatin or other factors that may influence in vivo p53 interaction with DNA, should not be present. We obtained a strong signal of p53 binding which was reproducible between replicates (Additional file 4: Figure S3A, B), recovering a consensus p53 motif (HOMER *p* = 1e-2422, Fig. 2c), very similar to the motif found in vivo (Fig. 1b)*.* We observed p53 binding sites, such as the one proximal to the CDKN1A/p21 promoter, that showed strong in vivo binding, a strong motif, and substantial in vitro p53 binding (Fig. 2d). 

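At the CDKN1A promoter peak, the best site is CAACATGTTGGGACATGTTC, with a motif score of 15.5. The in vitro library had 223 reads there. The upstream peak of CDKN1A scored higher, 18.2, yet had 14 reads in vitro. Other sites bound both in cells and in vitro were the peak near IER5, with 229 reads, that near PAPPA, with 156, and that at LINC01483, with 107.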

Surprisingly, other binding sites, such as the one contained in the first intron of MDM2, showed substantial in vivo binding, but little in vitro binding and no strong motif. Conversely, the binding site at the MDM4 gene showed strong in vitro binding and a strong motif, but little in vivo binding. 

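At the MDM2 intron peak, the best site is AGTTAAGTCCTGACTTGTCT, with a motif score of 14.2, above the 95th percentile of flanking sequence. The in vitro library had 9 reads there, although in cells the peak was higher than those at CDKN1A and BBC3. The BBC3 intron peak, with a score of 16.4, had 0 reads in vitro. WDR74, the highest peak in cells, also had 0.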

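MDM4 encodes a relative of MDM2 that inhibits p53. Its peak lies in an intron on chromosome 1 from 204494118 to 204494277, 421 bp from a transcription start, with the site CAACATGTTGGAACATGTCT and a score of 15.3. The in vitro library had 247 reads there, more than at the CDKN1A promoter. In cells, the mean over the 12 lines was 18.3 normalized counts, and the peak was above 4 in 11 of them.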

Overall, the in vitro p53 binding signal did not show a better correlation (Pearson’s r = 0.25, *p* = 3.1e-127, Fig. 2e) with in vivo p53 binding than the motif score. 

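Across peaks, in vitro and in vivo signal correlated with r = 0.248 (6.17% of the variance), and in vitro signal and motif score with r = 0.461 (21.3%). The sets of strong sites overlapped in part. Of 1211 peaks with at least 20 reads in vitro, 271 had at least 20 normalized counts in vivo, where 81.7 would fall together by chance. Of 590 peaks with at least 20 normalized counts in vivo, 116 had at most 1 read in vitro. From a correlation in vitro no better than that of the motif score, the paper proposes that factors other than the sequence shape p53 binding in cells.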

Although we note this correlation combines two datasets susceptible to measurement noise (in vitro and in vivo ChIP-seq) may underestimate this correlation. These results suggest that factors other than DNA sequence determine p53 binding in vivo.

### A subset of p53 binding sites are cell-type specific

Our finding of a uniform set of p53 bound regions independent of cell line or even treatment is consistent with previous work [11]. However, clustering of cell types by tissue of origin (Fig. 1c), made us wonder if we could also find cell-type specific p53 binding that, due to the uniformity of our dataset (both in treatment and data collection) and early time-point of treatment, might have been missed in earlier analyses. 

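IL1B encodes the inflammatory cytokine interleukin 1β. The most variable peak, on chromosome 2 from 113586937 to 113587096, lies just downstream of this gene, 4136 bp from the nearest annotated transcription start. It had 436 normalized counts in LOXIMVI and 9.55 in UO31, the next line. A peak 23854 bp from ESR1, the estrogen receptor gene, on chromosome 6 from 151953893, had 167 in MCF7 and came next. The 10 most variable peaks also included a pair at the start of EEF1A1, which encodes a translation factor, peaks at BMP7, TFF1, CKAP2L and GSE1, and a further peak at ESR1. To find them, the coefficient of variation over the 12 lines was compared with the trend at the same mean signal, and the 494 peaks (5.65%) with the largest excess were taken, the number in the paper. They had a median coefficient of variation of 1.53, against 0.825 in other peaks. MALME3M had the highest value of the 12 at 123 of the 494 peaks (24.9%, against 12.6% of other peaks), SKMEL5 at 11.3% (13.8% of others) and UACC62 at 2.63% (9.70%). Of the 494, 349 were also called without SKMEL5 and MALME3M.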

We compared the cell line to cell line variability in p53 ChIP signal after correcting for the average ChIP peak signal (which contributes shot noise to our analysis) and identified about 5% of peaks (494 peaks) that showed high variation between cell lines relative to their average peak strength (Fig. 3a, b). For example, p53 peaks nearby the inflammatory associated genes IL1A and CXCL1 showed clear p53 binding in the LOXIMVI line, weaker association in the UO31 and H460 lines, and no binding in other cell lines (Fig. 3b). 

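IL1A encodes interleukin 1α. The peak 9879 bp from its start, on chromosome 2 from 113551870 to 113552029, had 25.8 normalized counts in LOXIMVI, 13.9 in H460, 9.87 in MALME3M, 9.69 in UACC62, 9.61 in A549, 6.94 in UO31 and 3.59 in MCF7. In MALME3M and UACC62 these values rest on few reads, at an estimated 10.2 and 4.49 normalized counts per read. The peak was not among the 494 most variable peaks. A peak between IL1A and IL1B, from 113572042 to 113572201, had 32.9 in LOXIMVI, 27.9 in UO31, 11.7 in H460, 9.93 in HCT116, 9.92 in A549, 9.69 in UACC62 and 0.326 in MCF7. CXCL1 encodes a chemokine that attracts neutrophils. The peak beside it, on chromosome 4 from 74737605 to 74737764, ranked 150 of the variable peaks. It had 135 normalized counts in LOXIMVI, 123 in UO31 and 59.4 in H460. UACC257 had 53.1 there and SKMEL5 18.3, while A498 had 0.0551.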

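ALDH3A1 encodes an aldehyde dehydrogenase that is abundant in the lung line A549. Its peak lies 4383 bp from the start of the gene, on chromosome 17 from 19656560 to 19656719, and ranked 404 of the variable peaks. It had 222 normalized counts in A549, 80.3 in H460, 76.1 in A498 and 73.1 in HCT116, but 7.49 in UACC257, 1.41 in MALME3M and 0 in SKMEL5. EPHA2 encodes a receptor tyrosine kinase. Its peak lies in an intron on chromosome 1 from 16478969 to 16479128, with a strong site (score 19.4), and ranked 354. It was highest in 3 of the 5 melanoma lines, with 160 normalized counts in UACC257, 130 in MALME3M and 74.6 in UACC62. The other melanoma lines, LOXIMVI (13.4) and SKMEL5 (12.2), lay below U2OS (39.1), UO31 (28.9) and A498 (26.2), and MCF7 was lowest, with 5.46.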

We also found variability in p53 binding at the promoters of previously reported p53 target genes, ALDH3A1 and EPHA2, ranging from no binding in some cell lines to strong peaks in others (Fig. 3b). De novo motif search on this set of variable peaks identified the p53 binding site as the most significantly enriched motif (HOMER, *p* = 1.0e-46), suggesting that these sites represent direct p53 binding events.

**Fig. 3:**
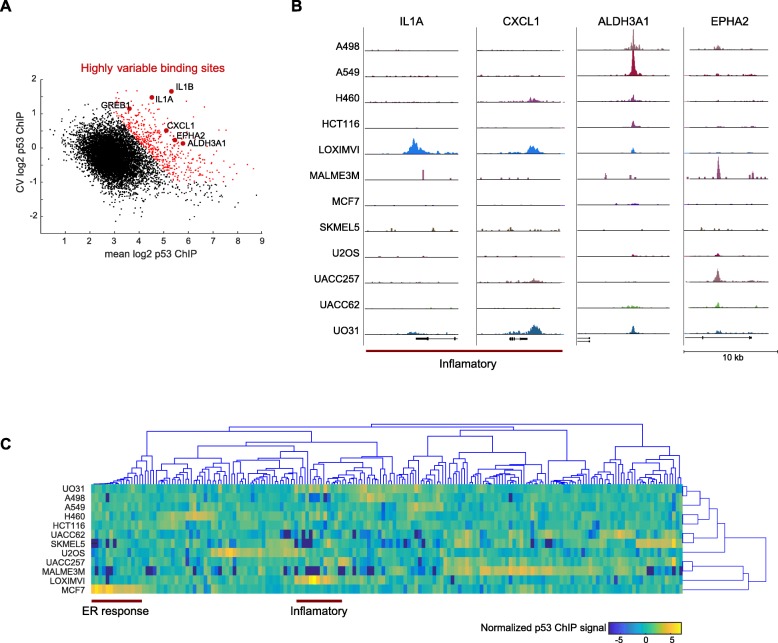
Variable p53 binding sites show cell-type specific functional enrichment. (**A**) Scatterplot of all 8742 p53 binding sites in response to 4Gy IR by their average ChIP signal and coefficient of variation (CV). Highlighted in red are ‘highly variable’ peaks defined as having higher than expected CV relative to the peak height. Example binding sites are labeled with the associated gene names. (**B**) UCSC screen shots of four example ‘variable’ peaks. (**C**) Heatmap of ‘variable’ p53 peaks that are also nearby (< 10 kb) transcription start sites of genes. The intensity of each peak is normalized to the average across 12 cell lines. Cell lines and peaks were hierarchically clustered, with no grouping by lineage observed for cell lines. Groups of inflammatory and the ER associated are highlighted

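The genes near variable peaks included the inflammatory genes IL1B, CXCL1, CXCL2 and CCL20 and the estrogen-responsive genes TFF1, IGFBP4 and PRLH. Within 10 kb of the transcription start of a gene named in the deposited table lay 128 of the 494 variable peaks, at 123 genes. A gene is named there for 3215 of all peaks (36.8%). Median motif scores were 9.59 in variable and 8.76 in other peaks, and their median mean signals 9.43 and 7.56 normalized counts.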

To determine if these highly variable binding sites had novel cell line specific functions, we selected peaks that mapped within 10 kb of transcription start of genes, resulting in 218 peaks. 

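The near-gene variable peaks were spread over the lines by where each was highest. MALME3M was the highest line at 34 of the 128 and SKMEL5 at 19, the lines with the fewest reads. MCF7 was highest at 18, among them peaks at estrogen-responsive genes, and LOXIMVI at 12, among them IL1B, CXCL1 and CCL20. A549 was highest at 10, U2OS at 8, H460 at 7, UO31 and UACC257 at 6 each, A498 at 5, UACC62 at 3 and HCT116 at 0. At the CDKN1A locus a variable peak was highest in UACC62 and had 5.71 normalized counts in MCF7.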

We found that most cell lines showed a few unique p53 binding peaks, but without strong clustering between cell lines (Fig. 3c) as in Fig. 1c. Enrichment analysis identified inflammatory/chemotaxis associated genes as being enriched in these highly variable p53 bound genes. 

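Of 9 genes of inflammation and chemotaxis that lay near any peak, 4 lay near a variable peak: IL1B, CXCL1, CXCL2 and CCL20. Of estrogen-responsive genes, IGFBP4, PRLH and TFF1 were 3 of 4 near any peak. The paper names 3 of the inflammatory and all of these estrogen genes for this pattern, and both lists were made to include the genes that it names, so they do not test enrichment on their own. Without the genes that the paper names, a choice made after seeing the data, 1 of 5 inflammatory genes lay near a variable peak, with 0.193 by chance (Fisher's exact test, two-sided, p = 0.18), and 0 of 1 estrogen gene. Of the p53 target genes of Table S3, 7 of 68 lay near a variable peak, with 2.82 by chance (Fisher's exact test, p = 0.021, adjusted p = 0.092 by Benjamini-Hochberg over 13 lists; 5 of 64, p = 0.099, without the genes that the paper names). CLDN1 and KRT8 were the 2 of 8 epithelial genes (Fisher's exact test, p = 0.041, adjusted p = 0.13). Neither of these lists, nor any of the other 9, passed after adjustment. The background was the 2961 genes near any peak.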

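CCL20 encodes a chemokine that attracts dendritic cells and lymphocytes. Its peak, on chromosome 2 from 228682981 to 228683140, 2975 bp from its start, had 88.7 normalized counts in LOXIMVI, 20.2 in MALME3M, 18.1 in U2OS and 0.618 in UACC62. A peak at CKAP2L, next to IL1A, from 113531159 to 113531318, had 223 in LOXIMVI and 1.71 in MCF7 and ranked 7 of the variable peaks. LOXIMVI had the highest value at 52 of the 494 variable peaks (10.5%), of which 12 lay near a gene.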

The cell line LOXIMVI showed particularly strong enrichment for p53 binding to inflammatory genes including IL1A, IL1B, CLL20, and CXCL1. 

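After LOXIMVI, the kidney line UO31 had the highest signal at CXCL1 and at the peak between IL1A and IL1B. At CCL20 UO31 had 19.6 normalized counts, below MALME3M, and at the CKAP2L peak beside IL1A it had 28.6, below only LOXIMVI. At the IL1B peak itself, UO31 had 9.55, close to the 9.28 of UACC62. UO31 had the most reads of all lines, and was the highest line at 27 of the 494 variable peaks.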

UO31 also showed substantial binding for many of these targets. We also observed, that in the estrogen receptor (ER) positive MCF7 breast cancer cell line, several MCF7-specificp53 peaks overlapped with ESR1 (estrogen receptor) binding sites, and were in proximity of genes such as TFF1, IGFBP4, and PRLH. These results suggest that the cell-type specific p53 binding sites we discovered may be linked to cell line specific regulatory programs.

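TFF1 encodes trefoil factor 1, a classic estrogen-induced gene. A peak near it, inside an intron of TMPRSS3 on chromosome 21 from 43796550, had 93.4 normalized counts in MCF7 and at most 2.42 in every other line. Another, from 43786837, had 63.2 in MCF7. IGFBP4 encodes an inhibitor of insulin-like growth factor signalling. Its intron peak, on chromosome 17 from 38605040 to 38605199, had 89.5 in MCF7 and 8.80 in A549. The peak near PRLH, which encodes prolactin-releasing hormone, on chromosome 2 from 238467737 to 238467896, had 86.8 in MCF7, 6.46 in H460 and 0 in LOXIMVI. At the estrogen receptor gene ESR1, MCF7 had 167 and 123 normalized counts at a pair of variable peaks. Maps of estrogen receptor binding were not used here.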

### Cell line specific chromatin accessibility accounts for variability in p53 binding sites

The differences we observed between in vivo and in vitro DNA binding and the presence of cell-type specific p53 binding cannot be explained by the motif. We thus hypothesized that chromatin accessibility may play a role in tuning in vivo p53 DNA binding. 

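LOXIMVI, which had p53 at the IL1B peak, expressed IL1B at 1798 FPKM without irradiation, and MCF7, which had p53 near TFF1, expressed TFF1 at 3494 FPKM. At genes near variable peaks, lines with more p53 after irradiation tended to express the gene more before it. Over 65 genes within 10 kb of a variable peak, the median r across 10 lines between normalized counts and untreated FPKM was 0.486. It was positive at 52 of 65 genes (80%), above 0.5 at 32 and below −0.5 at 0. With the lines of the RNA data permuted 1000 times the median was −0.0914 ± 0.0509 (SD), and none was as high (permutation p = 0.001, the smallest that 1000 permutations can give).

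The RNA data were 1 library per line without treatment and 1 from 3 h after 4 Gy. The authors aligned reads to hg19 with TopHat and estimated FPKM per RefSeq gene with Cufflinks, and the deposited table gives FPKM for 11144 genes, with no read counts, so the depth behind each value is unknown. A gene was kept for the comparison with at least 1 FPKM in 1 library. UACC62 and UACC257 were left out because the titles and the cell line fields of their RNA libraries disagree. Changes after irradiation were tested with limma on log2(FPKM + 1), with the line as a block, over 10303 genes with at least 1 FPKM in 12 of the 24 libraries. The pairing of the libraries by line is that of the labels.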

Consistent with this hypothesis, we observed a significant relationship of cell-line specific p53 peaks with basal gene expression (two-sided t-test, *p* = 1.9e-31, Additional file 4: Figure S4), that we measured by RNA-seq. For example, basal mRNA expression of IL1A, IL1B, CXCL1, and GREB1 were all associated with p53 binding across the 12 cell lines (Fig. 4a). In contrast, the fold change induction of gene expression in response to IR (3-h time-point) was uncorrelated with p53 ChIP signal both for cell-line specific p53 ChIP peaks and for established p53 target genes [12] (Additional file 4: Figure S4, list of target genes in Additional file 3: Table S3) consistent with other studies [7, 16, 19]. Indeed, even the most canonical target genes, CDKN1A, MDM2 and BBC3, showed variable induction across cell lines despite conserved p53 binding at these genes in all 12 cell lines (Fig. 1a, Fig. S4). 

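IL1A was expressed at 136 FPKM in LOXIMVI and 39.3 in UO31, the lines with the most p53 at a peak between IL1A and IL1B (chromosome 2 from 113572042, 32.9 and 27.9 normalized counts). H460, HCT116 and A549 came next there (11.7, 9.93 and 9.92), with IL1A at 1.66, 0.258 and 0 FPKM, and MCF7 had 0 FPKM. CXCL1 was expressed at 497 FPKM in LOXIMVI and 126 in UO31. GREB1, an estrogen-induced gene of breast cancer cells, was at 76.7 FPKM in MCF7, with 97.1 normalized counts of p53 at a peak on chromosome 2 from 11638817 to 11638976, and at 1.15 in LOXIMVI, with 3.29. Across 10 lines, r with untreated expression was 0.825 for IL1A and the peak nearest to its start (permutation p = 0.034, adjusted p = 0.092 by Benjamini-Hochberg, with rho = 0.438, permutation p = 0.20). At that peak, from 113551870, H460 had 13.9 and UO31 6.94 normalized counts. For IL1B r was 0.9998 (permutation p = 0.023, adjusted p = 0.079, with rho = 0.623, permutation p = 0.066). For CXCL1 it was 0.810 (permutation p = 0.0017, adjusted p = 0.020, with rho = 0.553, permutation p = 0.10). For GREB1 it was 0.924 (p = 0.019, adjusted p = 0.079; rho = 0.236, p = 0.51). CCL20 had r = 0.982 (permutation p = 5.3e-04, adjusted p = 0.013) and rho = 0.912 (permutation p = 4.3e-04, adjusted p = 0.010). ALDH3A1, at 973 FPKM in A549 and 963 in H460, had r = 0.745 (permutation p = 0.0028, adjusted p = 0.022) and rho = 0.753 (permutation p = 0.019). The p-values were adjusted over the 24 relations of genes and peaks that were computed. Without the 2 lines farthest from the median of p53 signal, r was 0.198 for IL1A, 0.704 for IL1B, 0.347 for CXCL1, −0.133 for GREB1, 0.814 for CCL20 and 0.437 for ALDH3A1. For IL1A, CXCL1, GREB1 and ALDH3A1 it fell by more than 1.5-fold or changed sign, so it rests largely on those lines. For IL1B the 0.704 rests on H460 alone, at 4.46 FPKM, with 0 FPKM in the other lines left. CCL20 was at 95.3 FPKM in LOXIMVI and at most 0.856 in the other lines. Its 0.814, and the order behind its rho, thus come from values near 0.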

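At the same 65 genes, the median r across lines between p53 signal and the log2 fold change after irradiation was 0.0115 (permutation p = 0.98). For 68 target genes of Table S3 with a peak nearby, it was 0.0624 (permutation p = 0.34). Their untreated expression did correlate with p53, with a median r of 0.294 (permutation p = 0.001, the smallest possible). Among single genes, the fold change of CDKN1A had r = −0.130 with its promoter peak across 10 lines, MDM2 had 0.00454 and BBC3 had 0.0777. ALDH3A1 had the strongest relation, r = −0.757 (permutation p = 0.0064, adjusted p = 0.15), which did not pass. The sign of the median at variable peaks depends on the lines: without SKMEL5 and MALME3M it was −0.0805 (permutation p = 0.23).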

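At 3 h after irradiation, CDKN1A rose in all 12 lines, from a mean of 159 to 566 FPKM, with a log2 fold change of 1.86 (SE 0.16, n = 12 pairs, adjusted p = 8.8e-05 from limma). The size varied between lines: log2 fold changes were 1.04 in A498, 1.13 in A549, 1.14 in LOXIMVI and 2.25 in MCF7. MDM2 had a mean of 29.5 FPKM before and 72.0 after, with log2 fold changes from −0.83 in A498 to 4.30 in H460 and 5.12 in A549 (mean 1.53, SE 0.44, adjusted p = 0.41, higher in 11 of 12 lines). BBC3 ranged from −0.25 in A549 and 0.05 in H460 to 1.91 in MALME3M and 2.60 in UO31 (mean 0.95, SE 0.22, adjusted p = 0.19, higher in 11 of 12). These extremes may reflect the libraries in part. Changes in A549, H460 and UO31 followed the GC content of transcripts (r = −0.853, −0.824 and 0.700 across genes). The untreated A549 library, with MDM2 at 2.60 FPKM, had r = 0.698 with untreated A549 cells of the TGFβ experiment, and the irradiated library 0.909.

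Genes that rose in every line included BTG2, an antiproliferative factor, from 23.1 to 114 FPKM (log2 2.08, SE 0.27, adjusted p = 0.0056), and SESN1, which restrains mTOR signalling, from 9.33 to 31.4 FPKM (log2 1.88, SE 0.30, adjusted p = 0.018). The phosphatase gene PPM1D, which ends the damage response, had a log2 fold change of 1.51, GADD45A 1.39 and the stress factor ATF3 1.33. FAM212B, ZNF79, RNF19B, the host gene of miR-34a (MIR34AHG) and the apoptosis inhibitor gene TRIAP1 rose with log2 fold changes of 1.26, 1.21, 1.16, 1.02 and 0.73. Of 10303 genes, 16 rose and 0 fell at an adjusted p under 0.05 from limma, while 742 had an unadjusted p under 0.05. Of 76 p53 targets in Table S3, 10 rose and 0 fell (39 rose when adjusted over the list alone, a list the study provides). As a set they rose (median log2 0.49, camera adjusted p = 3.3e-35; adjusted p = 6.5e-04 with an estimated correlation). Genes of G2 and M phase fell as a set (median log2 −0.27, camera adjusted p = 6.6e-11; adjusted p = 0.017 with an estimated correlation), but of the 30, 0 passed singly and 7 fell when adjusted over the list alone. Among them CCNF, cyclin F, had −0.93 and PLK1, a mitotic kinase, −0.75. Genes of G1 and S phase rose as a set (camera adjusted p = 0.035; adjusted p = 0.25 with an estimated correlation), with 0 of 20 passing and 3 when adjusted over the list alone, and PCNA had 0.59 (adjusted p = 0.16). Of 12 inflammatory genes 0 passed (camera adjusted p = 0.088). H460 and A549 shared a broad change in which 2468 genes were at least 2-fold lower and 1630 at least 2-fold higher in both. Without H460, A549 and HCT116, a choice made after seeing the data, 18 genes rose and 7 fell. Without the blocking by line 1 gene passed, and without the 2 UACC pairs also 1. With the GC trend of each library taken out, also chosen after seeing the data, 60 rose and 46 fell, MDM2 and BBC3 among those that rose (log2 1.46, adjusted p = 0.014, and log2 1.45, adjusted p = 0.0017). In that fit 35 of the 76 p53 targets rose (55 adjusted over the list alone), 13 of the 30 G2 and M genes fell (22), and 2 of the 12 inflammatory genes rose (3). The paper contrasts this variable induction with p53 binding found in all 12 lines (Fig. 1a).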

Our results linking basal expression of nearby genes to p53 binding suggest that the ‘openness’ of the genomic region might influence p53 binding, which is consistent with the previous observations that p53 binds readily in open regions [20–22].

**Fig. 4:**
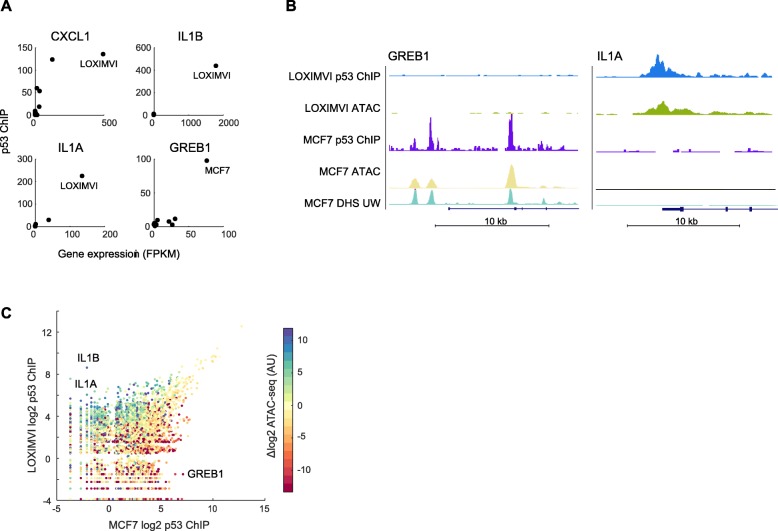
Chromatin accessibility contributes to variable p53 binding. (**A**) Scatterplots illustrating the relationship between basal gene expression and p53 ChIP signal the 12 cell lines for four p53 peaks/genes. Note that in many cases, multiple cell lines show little gene expression or p53 binding and therefore cluster near the origin. (**B**) UCSC screen shots of two p53 binding sites; p53 binding in the proximity of GREB1 is found in MCF7 treated with IR, while IL1A was bound in IR treated LOXIMVI cells. ATAC-seq data and published DNase hypersensitivity data (for MCF7, untreated) showing that IR induced p53 binding correlates with basal DNA accessibility in each cell line. (**C**) Scatter plot of p53 binding post IR in MCF7 compared to LOXIMVI, colored by the difference in ATAC-seq signal: log2(LOXIMVI)-log2(MCF7) between the two cell lines

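Accessible DNA was mapped in MCF7 and LOXIMVI by ATAC-seq with the MuA transposase, in untreated cells, with 1 library per line, and genomic DNA of each line transposed in vitro as background. The authors read out the libraries over the p53 peaks as for ChIP-seq, and the deposited values add up to the same total of 93136.7. The ATAC library of MCF7 had 64699 counted reads in peaks, and a step of 0.0660 between its values. The step of LOXIMVI was 0.0386, which corresponds to more reads. The median peak had 2.84 normalized counts in MCF7 and 2.43 in LOXIMVI. From there, log2 ratios between the lines took a pseudocount of 1, and across-peak correlations treat peaks, which are not independent replicates, as the units.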

To directly measure the connection between chromatin accessibility and DNA binding, we performed ATAC-seq. We chose two cell lines, LOXIMVI, which showed strong, and unique binding of p53 nearby inflammatory related genes and MCF7, which showed p53 binding at estrogen receptor associated genes. We performed a modified ATAC-seq protocol using the MuA transposase to generate genome wide maps of accessible regions in the MCF7 and LOXIMVI cell lines. Our ATAC-seq data and ENCODE produced DNAse sensitivity data from MCF7 showed strong overlap with greater than 90% of ATAC-seq peaks being DNAse accessible [23]. We compared our ATAC-seq data to the p53 ChIP-seq signal for the inflammatory genes that showed p53 binding in LOXIMVI but not in MCF7 and observed strong ATAC-seq signal only in the LOXIMVI cell line (Fig. 4b), consistent with increased accessibility at these loci leading to stronger p53 binding. Conversely, GREB1, a breast cancer associated gene showed only p53 binding and ATAC-seq signal in MCF7 cells (Fig. 4b). Moreover, genome wide, the difference in ATAC-seq signal between the two lines accounted for 22% of the variance in p53 binding between the two datasets (R^2^ = 0.225; Fig. 4c). 

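At the inflammatory genes, accessibility and p53 were both higher in LOXIMVI. The IL1B peak had a log2 ratio of LOXIMVI over MCF7 of 7.25 for p53 and 5.81 for ATAC. The ratios were 6.37 and 4.32 at the CKAP2L peak beside IL1A, 2.55 and 2.86 at the IL1A peak, and 4.68 and 2.32 at the peak between IL1A and IL1B. CXCL1 had 4.86 and 5.79, and CCL20 had 2.75 for p53 and 8.74 for ATAC. Of the 1065 peaks with at least 4-fold more p53 in LOXIMVI, 904 (84.9%) also had more ATAC signal there, with a median log2 ratio of 2.65. Of all peaks, 42.2% had more ATAC signal in LOXIMVI, with a median of −0.18.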

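At GREB1, the log2 ratio of LOXIMVI over MCF7 was −4.52 for p53 and −6.06 for ATAC. The estrogen-responsive gene TFF1 had −5.03 and −3.88 at its variable peak in TMPRSS3 and −4.62 and −6.51 at the other, and IGFBP4 had −5.08 and −4.96. PRLH had −6.46 and −4.75, the ESR1 intron −6.77 and −8.49, and BMP7, which encodes a bone morphogenetic protein, −6.32 and −3.54. Of the 1004 peaks with at least 4-fold more p53 in MCF7, 809 (80.6%) had more ATAC signal in MCF7, with a median log2 ratio of −1.32.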

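Across all peaks, the log2 ratios of p53 and of ATAC between LOXIMVI and MCF7 correlated with r = 0.554, so that the ATAC ratio accounted for 30.7% of the variance of the p53 ratio. At the variable peaks, which include IL1B, CXCL1, TFF1 and IGFBP4, it accounted for 56.1%, and at the other peaks for 28.0%. The variable peaks were picked for a wide spread of p53 over libraries that include these lines. That choice alone may account for part of this contrast. When the ATAC signal was first divided by that of transposed genomic DNA, the share over all peaks was 12.7%.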

More generally, as observed for other transcription factors [24], combining accessibility and motif scoring allows for improved prediction of DNA binding. Indeed, accessibility and motif score accounted for 13.8 and 20.9% of the variance in the log2(p53 ChIP-seq peak signal) for MCF7 and LOXIMVI respectively, compared to ~ 6% with the motif alone. 

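Within MCF7, the motif score alone accounted for 7.05% of the variance of log2 p53 signal across peaks, ATAC alone for 9.16% and both together for 23.7%. Within LOXIMVI, the motif alone accounted for 0.307%, ATAC alone for 23.1% and both for 30.5%. ATAC and motif score went opposite ways, with r = −0.316 in MCF7 and −0.402 in LOXIMVI, so that each adds more beside the other than alone. With transposed genomic DNA as background, both together accounted for 11.5% in MCF7 and 15.4% in LOXIMVI. From the variance that ATAC explains between the lines (Fig. 4c), and from the gain over the motif alone, the paper concludes that accessibility favors p53 binding. It ascribes to accessibility a sizable part of the sites that 1 of these lines gains over the other.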

We therefore conclude that chromatin accessibility favors p53 binding and accounts for a substantial fraction of the cell line specific gain of p53 DNA binding sites between MCF7 and LOXIMVI cells. Interestingly, we also found that genome wide chromatin accessibility was negatively correlated with in vitro p53 binding (Pearson’s r = − 0.2, *p* = 2.1e-80, MCF7 ATAC-seq vs. in vitro binding), suggesting that many strong p53 binding sites are obscured by local chromatin context.

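ATAC signal in MCF7 and in vitro p53 binding to MCF7 DNA correlated with r = −0.203 across peaks. In the 25% of peaks with the lowest ATAC signal the in vitro library had a mean of 22.1 reads, and in the 25% with the highest it had 5.07. No in vitro read was found at 32.5% and 51.0% of these peaks. The ATAC signal of LOXIMVI gave r = −0.185, while transposed genomic DNA gave 0.115 for MCF7 and 0.159 for LOXIMVI. Sequence differs along the same axis: GC content and in vitro signal had r = −0.311, and with GC content taken out, a step chosen after seeing the data, ATAC and in vitro signal had r = −0.138. On linear counts r was −0.0664. The paper proposes that chromatin hides many strong p53 sites.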

### Perturbation of cell state alters p53 DNA binding

To establish a causal link between chromatin state and p53 binding, we treated MCF7 cells with decitabine, a methylase inhibitor that has been shown to broadly alter chromatin structure [25]. We then treated these cells with IR and preformed p53 ChIP-seq and ATAC-seq. 

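Decitabine is a cytidine analog that blocks DNA methyltransferases. MCF7 cells were treated with 2 µM decitabine for 5 days and then irradiated with 4 Gy, with p53 ChIP-seq after 2 h, and compared with irradiated cells without the drug. The authors counted reads in the same peaks, and the deposited counts add up to 111357 for the p53 library labelled without decitabine and 93653 for that labelled with it. The ATAC library with the drug had 77076 reads, and that without it is the untreated MCF7 library of the comparison with LOXIMVI, with 64699. The labels do not say whether the cells of the decitabine ATAC library were irradiated. For these p53 libraries DNA was cut with micrococcal nuclease, while that of the panel was sonicated. There was 1 library per condition, so no test between conditions has replicates. From there, counts were scaled to equal totals in peaks, and log2 ratios took a pseudocount of 1.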

Comparing p53 binding between the decitabine treated and untreated cells, showed a modest but significant correlation between change in chromatin accessibility and change in p53 DNA binding between decitabine treated and untreated samples (Pearson’s r = 0.16, *p* = 3.99e-13). 

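Across peaks, the log2 change in ATAC and the log2 change in p53 between the libraries labelled with and without decitabine correlated with r = −0.0557. Peaks are not independent replicates, and this correlation would be 0.0557 if the labels of the p53 libraries were exchanged. Where both p53 libraries had at least 2 normalized counts r was −0.122. The p53 libraries correlated with each other with r = 0.812 and the ATAC libraries with r = 0.699.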

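Of 1318 peaks with at least 20 normalized counts in 1 of the p53 libraries, 5 were at least 4-fold lower and 1 was at least 4-fold higher in the library labelled with decitabine. The largest change was at the peak 21293 bp upstream of DLGAP5, a mitotic spindle gene, on chromosome 14 from 55679540 to 55679699. It had 107 reads in the library labelled without and 9 in that labelled with decitabine, a log2 ratio of −3.18. Peaks near FAF1 (35 and 6 reads), GPC5 (39 and 7), PCARE (28 and 5) and CSMD1 (30 and 5) were also lower in the library labelled with decitabine. A peak near SP3, which encodes a transcription factor, was higher there (8 and 30 reads, log2 2.00), as were peaks near TBCD (8 and 28) and LRP1 (14 and 45). By an exact binomial test of the counts given the library totals, with Bonferroni over peaks, 17 were lower and 6 higher. That test covers counting error only.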

Looking at differential peaks between conditions, we found only one binding site, adjacent to the DLGAP5 gene, that showed a substantial change in p53 binding (Fig. 5a). This increase in p53 binding was accompanied by increased accessibility (Fig. 5b). 

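At the DLGAP5 site, the ATAC library had 0 reads in untreated cells and 23 with decitabine. The p53 libraries go the opposite way as labelled, with 8.95 normalized counts in that labelled with decitabine and 89.5 in the other. In the panel, the irradiated MCF7 library without the drug had 5.54 normalized counts at this peak. The median log2 ATAC change was 1.14 at peaks lower in p53 with the drug by the labels and 1.09 at those higher.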

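The best site in the DLGAP5 peak lies on the minus strand of chromosome 14 from 55679592 to 55679611 and reads AGGCTTGCCCAAACATGCCC, or GGGCATGTTTGGGCAAGCCT on the other strand. Its motif score of 22.3 is among the highest of the named peaks, and the in vitro library had 25 reads there. In cells, the peak had 147 normalized counts in UACC62, 90.3 in SKMEL5, 62.1 in H460 and 51.7 in MALME3M. It was above 4 in 9 of the 12 lines.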

The DLGAP5 binding site has a consensus p53 motif and showed occupancy in other cell lines such as UACC62 (Fig. 5b). 

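The p53 library labelled without decitabine had r = 0.557 with the MCF7 library of the panel, and that labelled with it had r = 0.584, across peaks. Of 1318 peaks with at least 20 normalized counts in one of these libraries, 5 were at least 4-fold lower and 1 at least 4-fold higher in that labelled with decitabine. From the scatter of both libraries (Fig. 5a), the paper reasons that decitabine opened some sites to p53 and left its binding profile as a whole in place.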

Overall, these data show that decitabine treatment results in chromatin changes that can favor p53 binding at some binding sites but does not alter the global p53 DNA binding profile (Fig. 5a), perhaps due to limited overlap of accessibility changes and p53 binding sites.

**Fig. 5:**
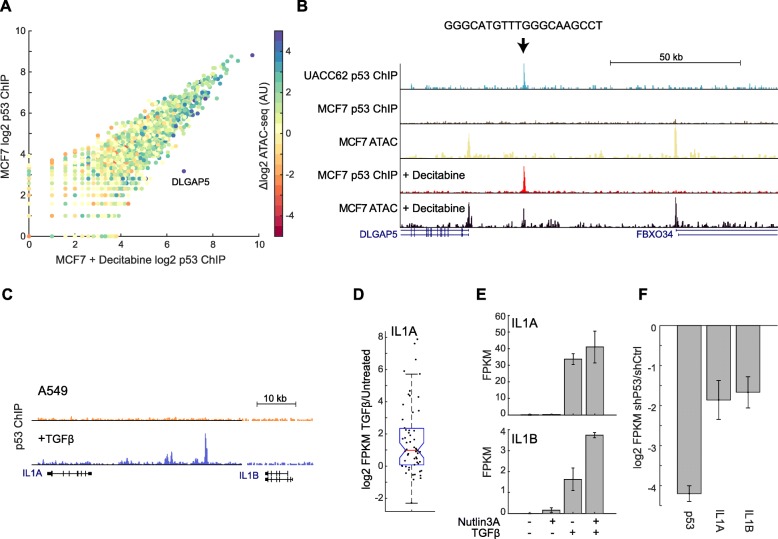
Cellular state regulates p53 binding. (**A**) Scatter plot of p53 binding in IR treated MCF7 cells compared to MCF7 treated with IR and decitabine, colored by the difference in ATAC-seq signal between decitabine treated and untreated cells: log2(decitabine)-log2(untreated). (**B**) UCSC screen shot of the region around the gene DLGAP5, showing changes in p53 binding and accessibility in the decitabine treated MCF7 cells (the new peak is indicated by an arrow). Binding of p53 in IR treated UACC62 cells at the DLGAP5 locus without decitabine treatment is also shown. (**C**) UCSC screen shot of the IL1 locus showing increased p53 binding in TGFβ treated cells. (**D**) Boxplot showing log2 change in gene expression (TPM of TGFβ treated/untreated) in genes nearby p53 binding sites that showed altered occupancy in TGFβ treated cells. (**E**) Gene expression of IL1A and IL1B in cells treated as indicated with Nutlin3A or TGFβ (*N* = 3 experiments, except TGFβ + Nutlin3A *N* = 2). (**F**) Expression of IL1A and IL1B measured by RNA-seq in A549 cells treated with TGFβ comparing p53 knockdown cells to control knockdown (*N* = 3). All error bars are SEM

We next asked whether a more dramatic perturbation of chromatin accessibility and cellular state can alter the cell-type specific p53 DNA binding sites. The LOXIMVI cell line shows p53 binding at inflammatory genes such as IL1, that we were unable to induce with decitabine treatment in MCF7 cells. We noted that the LOXIMVI line has been previous reported to have a mesenchymal phenotype [26]. We wondered if forcing an Epithelial to Mesenchymal Transition (EMT) on another cell line would result in changes to p53 binding? 

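A549 is a lung carcinoma line of epithelial character, and TGFβ is a growth factor that drives epithelial cells toward a mesenchymal state. p53 ChIP-seq was done on A549 cells with and without TGFβ, 2 libraries each, all of which the labels give as treated with 5 µM Nutlin3A for 2 h. The labels number the libraries as replicates and do not say whether they come from separate cultures, so they may be technical. The authors counted reads in the 8742 peaks, and the deposited counts add up to 97325 and 62825 without TGFβ and 288487 and 157767 with it. Counts were compared with edgeR's quasi-likelihood test after TMM normalization, over the 3805 peaks with at least 10 reads in 2 libraries.

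RNA-seq of A549 cells covered 3 untreated libraries, 3 with Nutlin3A, 3 with TGFβ and 2 with both. The authors estimated TPM, and the deposited table gives TPM for 14627 genes, so the reads per library are not known. They were compared with limma on log2(TPM + 1), with 1 model for the 4 groups, over 14336 genes with at least 1 TPM in 3 or more libraries. Replicate libraries correlated with r from 0.963 to 0.982 across genes. The replicate numbers do not pair libraries between groups, so no block was used.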

A549 cells have been shown to undergo EMT when treated with TGFβ [27], we therefore treated A549 cells with TGFβ for five days to induce EMT and measured p53 binding with ChIP-seq. 

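The peak between IL1A and IL1B, on chromosome 2 from 113572042 to 113572201, had 13 and 7 reads without and 133 and 73 with TGFβ. Scaled by TMM this is 135 and 115 against 468 and 439 CPM (log2 1.84, SE 0.33, adjusted p = 2.6e-06 from edgeR). The peak nearest to the start of IL1A, from 113551870, had 3 and 2 against 17 and 20 reads (log2 1.40, adjusted p = 0.18 from edgeR). That from 113563316 had 13 and 3 against 42 and 34 (log2 0.77, adjusted p = 0.24 from edgeR), so neither passed. The IL1B peak that was high in LOXIMVI, from 113586937, had 4 and 4 against 10 and 0 reads, too few to be tested.

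**Figure D2:**
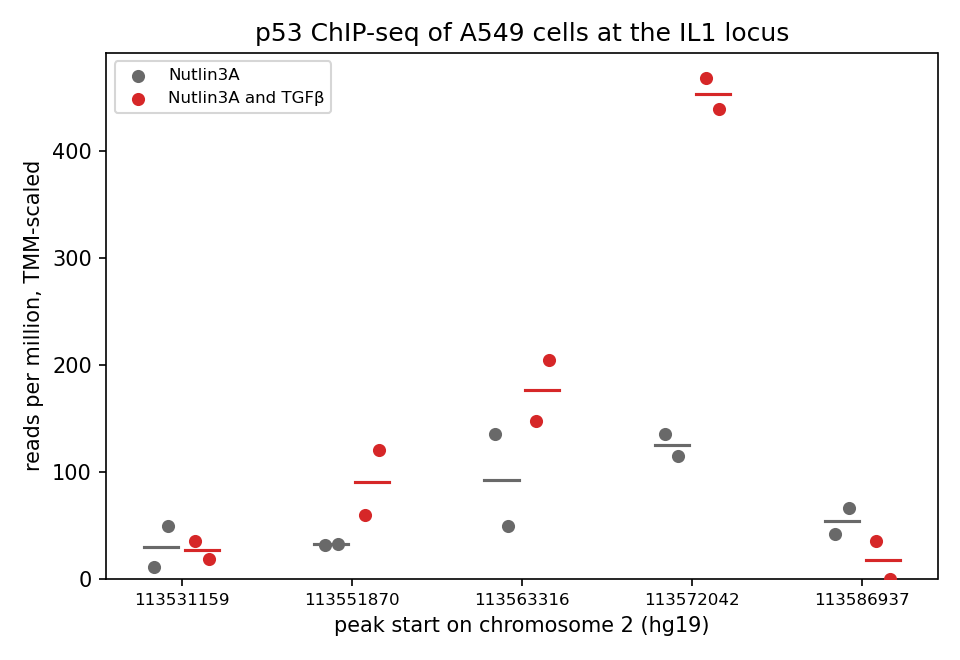
p53 ChIP-seq reads as CPM scaled by TMM at 5 peaks of the IL1 locus in A549 cells treated with Nutlin3A, with 1 point per library and a line at the mean of the 2 libraries. At the peak from 113572042, both libraries with TGFβ (468 and 439) lie above both without it (135 and 115).

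Over the genome, 277 peaks rose and 191 fell with TGFβ at an adjusted p under 0.05. Peaks that gained p53 included an intron of a noncoding gene on chromosome 18 (from 3305447 to 3305606, 42572 bp from the start of MYL12B), from 1 and 0 to 35 and 24 reads (log2 4.22, SE 0.88, adjusted p = 6.2e-05), and an intron of AP1S3 (chromosome 2 from 224590367), from 0 and 1 to 35 and 22 reads (log2 4.15, adjusted p = 1.1e-04). Peaks near PTPRK and MDGA1 also rose (log2 3.31 and 3.20). Among those that lost p53 was an intron of GDF15, a stress cytokine and p53 target (chromosome 19 from 18490992 to 18491151), from 29 and 15 to 7 and 4 reads (log2 −3.46, SE 0.49, adjusted p = 1.9e-10), with peaks at PPEF1 (log2 −4.00), near the stress gene DDIT4 (−3.41) and near LRRC37A3 (−3.04). Untreated libraries differed more from each other (r = 0.721 across peaks) than those with TGFβ (0.903). Between an untreated and a TGFβ library r was 0.633 to 0.722, so the untreated libraries were no closer to each other than to the nearest with TGFβ. By DESeq2 106 rose and 60 fell, and without 1 library at a time the number of changed peaks was 204 (without untreated 1), 308 (untreated 2), 265 (TGFβ 1) or 311 (TGFβ 2). With no filter on low counts, 503 rose and 148 fell.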

We observed many new binding sites for p53, particularly we noted the emergence of p53 binding at the IL1A/B locus (Fig. 5c). We also see a similar peak at the IL1A locus in the published p53 ChIP-seq data in the CAL51 cell line which is classified as mesenchymal (Additional file 4: Figure S5). In the A549 cells treated with TGFβ, novel or stronger binding in the genome (2 std. dev. above untreated) was associated with increased expression of nearby genes under basal p53 condition (Fig. 5d). 

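Genes near peaks that gained p53 rose more often than they fell with TGFβ. At 2 SD above the change of all peaks, 220 peaks had gained p53, with 59 genes within 10 kb, of which 50 were measured. Their median log2 fold change was 0.35 (interquartile range −0.12 to 1.03), with 26 that rose and 8 that fell at an adjusted p under 0.05 from limma. Random sets of as many genes of like expression had a median of −0.004, and none of 10000 sets reached 0.35 (p = 2.0e-04, the smallest they can give). The 200 peaks that lost p53 had genes with a median of −0.23, of which 12 rose and 24 fell (p = 0.0050 from random sets). GDF15 was among these losses, and its mRNA was at 42.9 TPM without and 3.53 with TGFβ. For genes within 5 kb of a gained peak, the median was 0.06 over 31 genes (p = 0.48 from random sets).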

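IL1A rose with TGFβ from 0.174 ± 0.170 to 33.7 ± 4.5 TPM (SD, n = 3 each; log2 4.88, SE 0.16, adjusted p = 5.3e-09 from limma). The gene lies on chromosome 2 from 113531502 to 113542070. IL1B, from 113587328 to 113594393, was listed at 0 in all untreated libraries and at 1.63 ± 0.76 TPM with TGFβ (SD, n = 3; adjusted p = 6.7e-04 from limma). With TGFβ and Nutlin3A together, IL1A was at 41.0 ± 9.6 TPM and IL1B at 3.73 ± 0.12 (SD, n = 2). Adding Nutlin3A to TGFβ changed IL1A by a log2 of 0.27 (adjusted p = 0.52) and IL1B by 0.89 (adjusted p = 0.14), and Nutlin3A alone left them at 0.221 and 0.162 TPM (log2 0.07 and 0.21, adjusted p = 0.92 and 0.81), so none of these passed. The effect of Nutlin3A on either gene did not differ by TGFβ in a test of the interaction (log2 0.20 and 0.69, adjusted p = 0.79 and 0.47).

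Nutlin3A did activate p53 targets. CDKN1A rose from 53.3 to 227 TPM without TGFβ (log2 2.07, adjusted p = 3.4e-08) and from 106.5 to 301 with it (log2 1.49, adjusted p = 2.5e-06). MDM2 rose from 47.6 to 207 and from 62.8 to 274 TPM (log2 2.11 in both, adjusted p = 8.3e-06 and 2.2e-05), and BBC3 from 3.84 to 18.4 and from 19.0 to 41.6 (log2 2.02 and 1.12, adjusted p = 2.3e-04 and 0.018). Of 76 p53 targets of Table S3, 43 rose without TGFβ (65 adjusted over the list alone; camera adjusted p = 1.3e-80, and adjusted p = 1.6e-05 with an estimated correlation) and 50 with it (62 adjusted over the list alone; camera adjusted p = 2.0e-65, and adjusted p = 3.3e-05 with an estimated correlation). Of 25 inflammatory genes, 0 rose with Nutlin3A alone (limma; 0 adjusted over the list alone; camera adjusted p = 0.63). In TGFβ-treated cells 0 rose (3 rose and 1 fell adjusted over the list alone; camera adjusted p = 0.013, and adjusted p = 0.26 with an estimated correlation).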

For IL1A and IL1B, we noted increased expression under both basal p53 and Nutlin3A induced p53 (Fig. 5e). Expression of IL1A and IL1B was partially dependent on p53 as knockdown of p53 reduced expression of these genes (Fig. 5f), this was also true for the LOXIMVI line (Additional file 4: Figure S6) which naturally expresses IL1A/B and has associated p53 binding at these genes. Therefore, cell state affects p53 DNA binding and regulation of target genes including inflammatory genes.

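With TGFβ, A549 cells gained mesenchymal and lost epithelial gene expression. Of 22 mesenchymal genes measured, 18 rose and 2 fell (limma; the same counts adjusted over the list alone), with a median log2 of 2.48. Fibronectin (FN1) rose from 19.5 to 556 TPM (log2 4.76) and the matrix protease gene MMP2 from 1.72 to 234 (log2 6.45). Of 17 epithelial genes, 10 fell and 4 rose (11 and 4 adjusted over the list alone), and E-cadherin (CDH1) fell from 9.92 to 0.608 TPM (log2 −2.78). Of 25 inflammatory genes, 19 rose and 2 fell (the same adjusted over the list alone), among them CXCL8, which encodes interleukin 8, from 2.09 to 207 TPM (log2 6.05), and CXCL1, from 2.97 to 55.4 (log2 3.84). CCL20 did not pass, at 0.669 and 1.37 TPM (log2 0.50, adjusted p = 0.27). Genes of the p53 network changed as well: TP53 itself rose from 49.4 ± 1.7 to 99.3 ± 1.6 TPM (SD, n = 3 each; log2 0.99, SE 0.04, adjusted p = 2.7e-08 from limma), CDKN1A and BBC3 rose with log2 0.99 and 2.04, and MDM2 with 0.40. Of the targets in Table S3, 40 rose and 16 fell (41 and 19 adjusted over the list alone). Camera adjusted p-values were 1.0e-08 for mesenchymal, 1.3e-06 for inflammatory, 0.019 for epithelial genes and 0.0073 for p53 targets. With an estimated correlation none of these held, with adjusted p = 0.077, 0.077, 0.085 and 0.12. All 4 lists are part of a change in 8033 of 14336 genes, 3999 up and 4034 down.

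**Figure D3:**
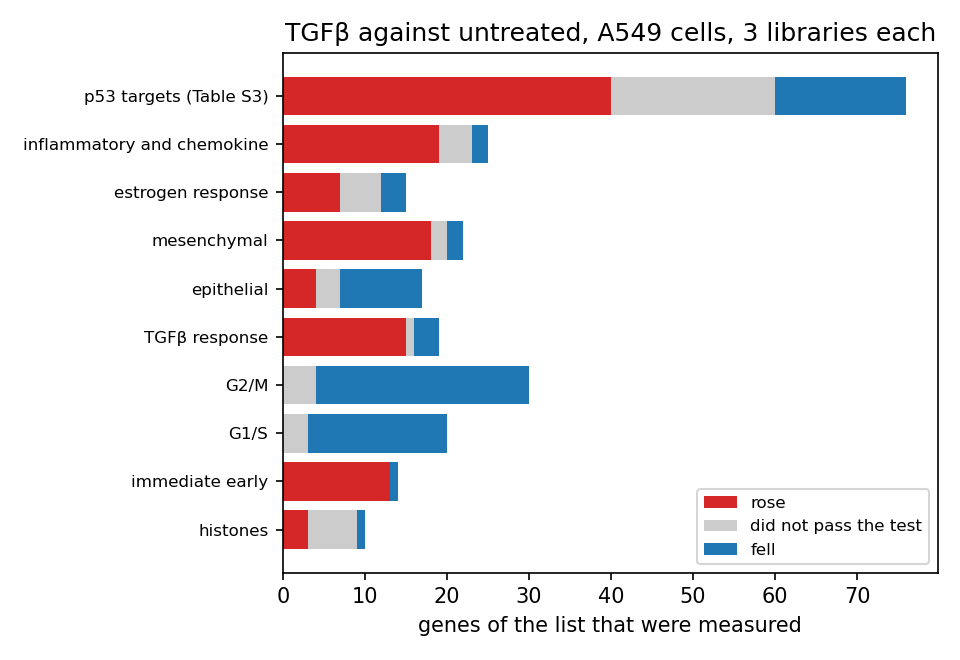
Number of measured genes in each of 10 gene lists that rose, fell or did not pass the test with TGFβ against untreated A549 cells, 3 libraries each, at an adjusted p under 0.05 from limma. Of 30 genes of G2 and M phase 26 fell, and of 22 mesenchymal genes 18 rose.

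From the p53 binding and the expression gained after TGFβ, and from the lower IL1A and IL1B expression after knockdown of p53 (Fig. 5f), the paper concludes that the state of the cell affects which sites p53 binds and which targets it regulates.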

## Discussion

The transcription factor p53 regulates the cellular response to DNA damage, including up-regulating repair, cell cycle arrest and apoptotic proteins. The nature, strength, and balance between the DNA repair and cell death arms of p53 signaling varies across tissues in the body [3, 13, 28], and can be modified by drug treatment [29, 30] and genetic perturbation [31]. The role of the p53 itself in this decision making is controversial, with arguments for p53 behaving as a smart ‘signal integrator’ (reviewed in [1]) or a simple effector [11]. We sought to understand the role of p53 in diverse cell lines by focusing on p53 DNA binding and gene expression in response to ionizing radiation.

To date, there has been a number of studies that measured p53 DNA binding genome-wide. Depending on the specific focus of the study, the conclusions vary greatly in either emphasizing cell-type specific events or concluding that p53 DNA binding is independent of cell context or treatment. A recent study, supporting the latter conclusion, also argues that the cell-type specific binding events were indirect or non-functional [11]. In order to understand to what degree p53 DNA binding is either conserved or specific to cellular context, we chose to collect p53 ChIP-seq data across 12 cell types from various tissues of origin and an early time-point post DNA damage to avoid long term and indirect effects of DNA damage. We found a large degree of conservation in p53 binding, however saw that p53 binding could group cell lines by their tissue of origin, suggesting some degree of tissue specificity consistent with [16]. Taking advantage of the coherence of our dataset we identified p53 binding sites that were variably occupied across cell lines. This subset of peaks were nearby genes enriched for specific cellular programs, most notably the inflammatory response in the melanoma LOXIMVI cell line and ER specific response in the MCF7 cell line.

Further, we noted a modest, but significant correlation between the strength of p53 binding (measured by ChIP-seq) and the predicted strength of p53 association (p53 motif). This correlation varied across cell lines and was strongest in the pooled dataset containing all cell lines. More strikingly, we observed a similar correlation when comparing genome wide in vitro association of p53 with in vivo p53 binding. In general, p53 binding at any given location in the genome was relatively poorly predicted by either in vitro binding or motif analysis suggesting that in vivo factors greatly contribute to p53 binding specificity.

We found that chromatin accessibility explains a significant amount of the differential p53 binding between the MCF7 and LOXIMVI cell lines. Globally, our data showed that a higher degree of chromatin accessibility favored p53 binding adding to the complex litterature on chromatin-transcription factor associations [32, 33]. We observed strong p53 binding to inflammatory genes in the LOXIMVI cell line and also in the TGFβ induced A549 line. Expression of these inflammatory genes was partially dependent on p53 (Fig. 5, Additional file 4: Figure S6). These results mirror an emerging role for p53 in inflammatory gene regulation in macrophages [34] and fibroblasts [35]. Depending on the degree and context in which p53 drives these inflammatory signaling, this may position p53 as a regulator of inflammatory signaling in epithelial systems including many cancers.

## Conclusions

Taken together, our results suggest there may be two classes of p53 binding sites that are not clearly distinguished by p53 binding motif, that the majority of sites, that are invariably bound across cell types and treatments, and ~ 5% of the sites, that are cell type specific and in contrast to the latter, require accessible chromatin or other auxiliary factors to function. Supporting a mixed model of partial dependence of p53 on the cellular state to regulate its binding, we showed that alteration to the cellular state either using pharmacological agents targeting chromatin or the endogenous ligand TGFβ to alter cellular state resulted in substantial changes to p53 binding. Further studies coupling chromatin accessibility, chromatin state, p53 binding, post-translational modifications, and measurements of RNA synthesis and degradation rates will be required to reconcile different models of p53 regulation and identify what features tune the cellular response to DNA damage in different cellular backgrounds.

## Methods

### Cell culture and cell treatment

The following cancer cell lines are part of the NCI-60 collection (https://dtp.cancer.gov/discovery_development/nci-60/cell_list.htm): A549, A498, H460, HCT116, LOXIMVI, MALME3M, MCF7, SKMEL5, UACC257, UACC62, UO31. All parental cell lines, with the exception of RPE1 cells (gift from Prof. Steve Elledge, Harvard Medical School), were obtained from ATTC: A498 (ATCC HTB-44), A549 (ATCC CCL-185), H460 (HTB-177), HCT116 (CCL-247), SKMEL5 (ATCC HTB-70), U2OS (HTB-96), MCF7 (ATCC HTB-22), LOXIMVI, MALME3M, UACC257, UACC62, UO31. Cells were thawed and propagated in RPMI (GIBCO) with 5% FBS. All experiments were performed in this media. All media was supplemented with 1% antibiotic and antimycotic (Corning). Treatment with Nutlin3A (Sigma) was at 5 μM. X-ray induced DNA damage was generated with a RS-2000 source (RadSource, 160KeV). MCF7 cells were treated with 2 μM decitabine (5-AZA-2′-deoxycytidine, MP Biomedicals) for 5 days, cells were split on day 2, re-plated in decitabine containing media. Treated and untreated cells were then further treated with IR or not as with other samples. A549 cells were induced to undergo epithelial-to-mesenchymal transition by treatment with TGFβ (Sigma) at 2.5 ng/ml for 5 days. For knockdown of p53, A549 cells were infected with a doxycycline inducible p53sh [36], selected on puromycin for infected cells. Subsequent induction of doxycycline was for 24 h with 500 ng/ml (sigma).

### ChIP-seq

p53 ChIP-seq was performed largely as previously described [37], briefly, 10 M cells were treated with 4Gy IR (RS-2000, RadSource) and 2 h later were fixed by addition of 1% paraformeldehyde (Alfa Aesar) at room temperature for 10 min with agitation. Fixation was stopped by addition of 250 mM glycine. Cells were scraped and flash frozen. Cell pellets were thawed in hypotonic lysis buffer and spun to generate a crude nuclei prep. These nuclei were lysed in an SDS buffer and sonicated (Bioruptor) to fragment DNA. Fragmented DNA was diluted in IP buffer and agitated overnight with 2 mg/ml DO-1 (anti-p53, Santa Cruz). 20 μl of protein A magnetic beads (Invitrogen) were used to isolate the p53 associated fragments and samples were washed with low salt, high salt, and LiCl buffers. DNA was eluted from beads with an SDS/NaCO3 buffer and was de-cross-linked at 65C for 6 h in a high salt buffer.

For experiments in Fig. 5, ChIP-seq was preformed using a Micrococcal Nuclease protocol. Briefly, cells were fixed and nuclei extracted as above, DNA was fragmented by a 20-min incubation with Micrococcal Nuclease (NEB) at 37C. Nuclei were then lysed by brief sonication (Branson) and fragmented DNA were Immuno-precipitated as described above.

ChIP libraries were constructed with the commercial NEBnext kit (NEB) and associated protocols, although reaction volumes were reduced by 4-fold and custom adaptors and barcodes were employed. Libraries were sequenced with single end 75 bp reads on Illumina NextSeq 500.

### In vitro ChIP-seq

To generate recombinant p53 we in vitro transcribed/translated human p53 with a c-terminal HA tag using a rabbit reticulocyte system (Promega). To generate fragmented genomic DNA we tagmented 50 ng of human genomic DNA from MCF7 cells using the MuSeq kit (Thermo) and amplified it using PCR and custom adaptor primers for 8 cycles. DNA was cleaned up on SPRI beads (Aline Biosciences) and quantified. At room temperature 20 ng of DNA and recombinant p53 (0.1 μM final) were combined in a binding buffer (10 mM TRIS, 5 mM MgCl2, 10% glycerol, 1 mM DTT) and incubated at room temperature for 30 min. The mixture was diluted 2-fold (to 20 μl) and 1.5 μl of anti-HA antibody was added (Rockland) and the sample incubated at 4C overnight with shaking. A 1:1 mixture of magnetic proteinA/proteinG beads was added (Sigma) and incubated at 4C for 1 h with shaking. The beads were then washed 3x with washing buffer (10 mM Tris, 5 mM HCL, 0.1% triton, 150 mM NaCl) and DNA eluted with elution buffer (1%SDS, 100 mM Na2CO3) at 37C for 15 min. Samples were cleaned up, and adaptors and barcodes added by PCR. Reads (> 30 M) were trimmed to remove adaptors with cutadapt [38], aligned to the genome with Bowtie, and analyzed with Matlab.

### RNA-seq

For each cell line 50,000 cells were plated in 35 mm dishes, 24 h later cells were treated (or not) with 4Gy IR (RS-2000, RadSource), 3 h after that cells were lysed with Trizol (Ambion). RNA was purified on affinity columns and DNAse treated (Zymo). Purified RNA (500 ng) was polyA purified using magnetic beads (NEB), fragmented and reverse transcribed using protoscript RT (NEB), second strand synthesized (NEB), and then assembled into libraries with the commercial NEBnext kit (NEB) and associated protocols, although reaction volumes were reduced by 4-fold and custom adaptors and barcodes were employed. Libraries were sequenced with single end 75 bp reads on a NextSeq.

### ATAC-seq

ATAC-seq was performed as described [39], with the major exception of the use of a MuA transposase (Thermo) rather than the TN5 transposase. Briefly, MCF7 or LOXIMVI cells were trypsinized and 50 K cells, spun down, washed once with PBS, and lysed with a hypotonic buffer containing 0.1% NP-40, and spun down to generate a crude nuclei pellet. This pellet was transposed in a 30 μl volume using MuA (0.7 μl), MuA buffer (10 μl), and H2O (19 μl) for 5 min at 30C. The sample was treated with 3 μl stop solution, and incubated at 30C for a further minute. The sample was then collected and purified by addition of 45 μl of SPRI beads (Aline Biosciences). The purified sample was PCR amplified in two steps to add barcoded adaptors suitable for Illumina sequencing. Samples were sequenced with single end 75 bp reads on an Illumina NextSeq. Reads (> 30 M) were trimmed to remove adaptors with cutadapt [38], aligned to the genome with Bowtie, and analyzed with Matlab. Genomic DNA (50 ng) from MCF7 and LOXIMVI was transposed, amplified and sequenced in parallel to estimate background.

### Western blot

Cells were harvested by lysis in the presence of protease inhibitors, and run on 4–12% Bis-Tris gradient gel (Invitrogen). Protein was transferred onto Nitrocellulose membrane and the membrane was blocked with 5% nonfat dried milk prior to antibody addition. p53 (1:3000, DO1 Santa Cruz), Actin (1:10000, Sigma) antibodies were used. Secondary antibodies with IR-680 (1:10000, Licor) were used for detection.

### ChIP-seq data analysis

All DNA reads in our dataset were single end Illumina reads and were aligned to HG19 genome build using bowtie [40]. Reads were aligned to the HG19 genome with Bowtie1.1 [40], and analyzed with HOMER [41], MACS2 [42] and custom Matlab scripts. Peak calling was done after pooling reads (5-15 M per line, ~ 150 M total) from ChIP-seq experiments in all cell lines. The final set of peaks (8742 peaks) represented the consensus of HOMER (default settings) and MACS2 (using the q < 0.01 threshold) identified peaks, and was filtered to remove ENCODE black-list locations. The number of reads within each peak region was computed from HOMER tag files using custom Matlab (Mathworks) scripts. Background regions around each peak were subtracted from peak scores to correct for high background regions. For each ChIP-seq dataset in our study, the number of reads in p53 peaks was normalized to the average of all cell lines, and for subsequent analyses and comparisons, peaks with less than 2 normalized counts were discarded. We report of the coordinates of these 8742 peaks in Additional file 2: Table S2, together with the normalized read counts for each cell line from our and published datasets (listed below under ‘Published p53 ChIP-seq datasets’ and in Additional file 1: Table S1). Peak numbers in each in each individual dataset (Additional file 1: Table S1) were calculated by determining the fraction of peaks in each cell line with more than 4 normalized counts at a given peak location.

The HOMER package [41] was used for de novo motif discovery. WebLogo was used to generate the motif plot [43] in (Figs. 1, 2b, c) for the top enriched motif. The top enriched motif (Fig. 1b) was then used to re-scan and score all peaks and background regions. Background regions were generated by selecting 500 bp regions adjacent to either side of the peak and excluding regions that overlap with p53 peak regions. Clustering of peaks was accomplished using a Pearson correlation distance metric and average linkage in Matlab.

### RNA-seq data analysis

RNA data was aligned to the Refseq HG19 transcriptome using Tophat, CuffQuant, and CuffMerg [44] or Salmon [45]. Genomic binding and signals were visualized using the UCSC genome browser [46]. Motif analysis was performed in Matlab on the HG19 genome using a ChIP-seq derived PWM adjusted to have a minimum probability of occurrence for each nucleotide.

### Published p53 ChIP-seq datasets

The following p53 ChIP-seq datasets were downloaded from the Sequence Read Archive in the format of raw fastq files using NCBI SRAtools:

- SRR048928, SRR048929 – U2OS cells: Actinomycin D (ActD, 24 h) or Etoposide (Etop, 24 h) treated [7]
- SRR1409975 – HCT116, 5FU (12 h) treated [47]
- SRR287798, SRR287799, SRR287800 – MCF7: RITA (8 h), 5FU (8 h), Nutlin3A (8 h) treated [10]
- SRR575904, SRR575905 – hESC: Doxorubicin (Doxo, 6 h) or Retinoic Acid (RA, 2 d) treated [8]
- SRR851807, SRR851811 – LCL, Doxorubicin (Doxo, 18 h) or IR (4 h) treated [48]
- ERR375900 – CAL51: IR treated (2 h) [49]
- SRR1193314 – BJ: IR treated (6 h) [50]
- SRR1539836 – HCT116, IR treated (8 h) [51]

These datasets were downloaded as raw fastq files and are all single end Illumina reads. Reads were aligned to the HG19 genome with using the same pipeline as described above for our ChIP-seq samples, and further analyzed with HOMER to generate tag files. Custom Matlab code was used to compare these datasets and calculate p53 occupancy in the 8742 peaks identified in our ChIP-seq data (reported in Additional file 2: Table S2).

### Statistics

Statistics relating to motif enrichment or GO-term enrichment were from multiple hypothesis corrected hypergeometric tests performed by HOMER (for motif calling) or using Matlab. Correlation coefficients are Pearson unless otherwise noted and were assigned *p*-values by MATLAB using a two tailed t-test as sample sizes were sufficiently large (1000s).

## Supplementary information

**Additional file 1: Table S1.** p53 ChIP data generated in this study and the public datasets used (in Additional file 4: Figure S1). For each cell line and condition, we also individually called peaks and report the number of peaks identified in each condition.

**Additional file 2: Table S2.** Table of 8742 p53 ChIP peaks reported in this study. Table includes chromosome number, peak start and end coordinates, whether the peak was variably bound across 12 cell lines in this study (494 peaks marked by ‘1’ in the ‘variable peak’ column), the nearest associated gene to each peak as well as the normalized peak intensities for each cell line in this study and in published datasets (Additional file 4: Figure S1, Additional file 1: Table S1).

**Additional file 3: Table S3.** List of p53 target genes used for analysis in Additional file 4: Figure S4. This list was based on [12] and removing genes with low read coverage in our dataset.

**Additional file 4: Figure S1.** Comparison of p53 DNA binding across cell lines and published p53 ChIP-seq datasets. Heatmap showing p53 binding intensity in 8742 locations in the genome in 12 IR treated cell lines (our data, same as Fig. 1c) as well as published datasets (listed in Methods and Table S1). **Figure S2.** Comparison of p53 levels between IR and Nutlin3A treatments. p53 levels were detected by western blot in MCF7 and UACC257 cells. Cells were either untreated, treated with 5 μM Nutlin3A or 4Gy IR for 2 h. **Figure S3.** Reproducibility of in vitro measurements of p53 DNA binding and comparison with in vivo binding. (A) Quantitative agreement in binding strength at p53 binding sites between two replicate p53 in vitro IP datasets using different p53 protein preps. (B) UCSC browser shots of three key binding sites for p53 showing agreement between in vitro binding datasets and divergence with in vivo data. **Figure S4.** Basal gene expression, but not DNA damage induced gene expression, correlates with cell-type specific p53 DNA binding. (A) Boxplots showing the distribution of Pearson’s correlation coefficients of either basal or DNA damage induced fold change of gene expression with p53 binding at the p53 target or variable p53 binding gene sets. (B) Box plots of the fold change of three canonical p53 target genes 3 h after IR. Each dot represents a cell line. CDKN1A/p21 is induced in all cell lines, while MDM2 and BBC3/Puma are cell line dependent. **Figure S5.** p53 binds to IL1A and IL1B in mesenchymal cell lines. UCSC browser screen shot of the p53 ChIP signal. In A549 cells, p53 binds in the proximity of IL1A/IL1B only after TGFβ treatment. Binding of p53 in this region can also be observed in another mesenchymal, CAL51, but not epithelial, HCT116, cell line. **Figure S6.** Knockdown of p53 in LOXIMVI cells reduces expression of inflammatory genes. Expression of p53, IL1A, IL1B, and CXCL1 by qPCR in cells treated with p53 siRNA compared to control siRNA (*N* = 4).

## Data Availability

All sequencing data has been deposited in NCBI’s Gene Expression Omnibus under accession number GSE100292. Data is also available as UCSC tracks as a custom session accessible at: https://genome.ucsc.edu/s/JacobSO/Hafner_et_al_hg19_2019B

## Abbreviations

ATAC-seq: Assay for transposase-accessible chromatin using sequencing
ChIP-seq: Chromatin immunoprecipitation followed by sequencing
EMT: Epithelial to mesenchymal cell transition
IR: Ionizing radiation

## References

[1] Kruiswijk F, Labuschagne CF, Vousden KH (2015). p53 in survival, death and metabolic health: a lifeguard with a licence to kill. Nat Rev Mol Cell Biol.

[2] Hafner A, Bulyk ML, Jambhekar A, Lahav G (2019). The multiple mechanisms that regulate p53 activity and cell fate. Nat Rev Mol Cell Biol.

[3] Fei P, Bernhard EJ, El-Deiry WS (2002). Tissue-specific induction of p53 targets in vivo. Cancer Res.

[4] Brady CA, Attardi LD (2010). p53 at a glance. J Cell Sci.

[5] Aylon Y, Oren M: The Paradox of p53: What, How, and Why? Cold Spring Harbor perspectives in medicine 2016, 6(10).10.1101/cshperspect.a026328PMC504669127413116

[6] Botcheva K, McCorkle SR, McCombie WR, Dunn JJ, Anderson CW (2011). Distinct p53 genomic binding patterns in normal and cancer-derived human cells. Cell cycle (Georgetown, Tex).

[7] Smeenk L, van Heeringen SJ, Koeppel M, Gilbert B, Janssen-Megens E, Stunnenberg HG, Lohrum M (2011). Role of p53 serine 46 in p53 target gene regulation. PLoS One.

[8] Akdemir KC, Jain AK, Allton K, Aronow B, Xu X, Cooney AJ, Li W, Barton MC (2014). Genome-wide profiling reveals stimulus-specific functions of p53 during differentiation and DNA damage of human embryonic stem cells. Nucleic Acids Res.

[9] Karsli Uzunbas G, Ahmed F, Sammons MA (2019). Control of p53-dependent transcription and enhancer activity by the p53 family member p63. J Biol Chem.

[10] Nikulenkov F, Spinnler C, Li H, Tonelli C, Shi Y, Turunen M, Kivioja T, Ignatiev I, Kel A, Taipale J (2012). Insights into p53 transcriptional function via genome-wide chromatin occupancy and gene expression analysis. Cell Death Differ.

[11] Verfaillie A, Svetlichnyy D, Imrichova H, Davie K, Fiers M, Kalender Atak Z, Hulselmans G, Christiaens V, Aerts S (2016). Multiplex enhancer-reporter assays uncover unsophisticated TP53 enhancer logic. Genome Res.

[12] Fischer M. Census and evaluation of p53 target genes. Oncogene. 2017.10.1038/onc.2016.502PMC551123928288132

[13] Stewart-Ornstein Jacob, Lahav Galit (2017). p53 dynamics in response to DNA damage vary across cell lines and are shaped by efficiency of DNA repair and activity of the kinase ATM. Science Signaling.

[14] El-Deiry WS, Kern SE, Pietenpol JA, Kinzler KW, Vogelstein B (1992). Definition of a consensus binding site for p53. Nat Genet.

[15] Vassilev LT, Vu BT, Graves B, Carvajal D, Podlaski F, Filipovic Z, Kong N, Kammlott U, Lukacs C, Klein C (2004). In vivo activation of the p53 pathway by small-molecule antagonists of MDM2. Science (New York, NY).

[16] Nguyen TT, Grimm SA, Bushel PR, Li J, Li Y, Bennett BD, Lavender CA, Ward JM, Fargo DC, Anderson CW (2018). Revealing a human p53 universe. Nucleic Acids Res.

[17] Catizone AN, Good CR, Alexander KA, Berger SL, Sammons MA (2019). Comparison of genotoxic versus nongenotoxic stabilization of p53 provides insight into parallel stress-responsive transcriptional networks. Cell cycle (Georgetown, Tex).

[18] Bartlett A, O'Malley RC, Huang SC, Galli M, Nery JR, Gallavotti A, Ecker JR (2017). Mapping genome-wide transcription-factor binding sites using DAP-seq. Nat Protoc.

[19] Jiang S, Mortazavi A (2018). Integrating ChIP-seq with other functional genomics data. Brief Funct Genomics.

[20] Tebaldi T, Zaccara S, Alessandrini F, Bisio A, Ciribilli Y, Inga A (2015). Whole-genome cartography of p53 response elements ranked on transactivation potential. BMC Genomics.

[21] Allen MA, Andrysik Z, Dengler VL, Mellert HS, Guarnieri A, Freeman JA, Sullivan KD, Galbraith MD, Luo X, Kraus WL (2014). Global analysis of p53-regulated transcription identifies its direct targets and unexpected regulatory mechanisms. eLife.

[22] Su D, Wang X, Campbell MR, Song L, Safi A, Crawford GE, Bell DA (2015). Interactions of chromatin context, binding site sequence content, and sequence evolution in stress-induced p53 occupancy and transactivation. PLoS Genet.

[23] ENCODE (2012). An integrated encyclopedia of DNA elements in the human genome. Nature.

[24] Zhong S, He X, Bar-Joseph Z (2013). Predicting tissue specific transcription factor binding sites. BMC Genomics.

[25] Ponnaluri VKC, Zhang G, Esteve PO, Spracklin G, Sian S, Xu SY, Benoukraf T, Pradhan S (2017). NicE-seq: high resolution open chromatin profiling. Genome Biol.

[26] Viswanathan VS, Ryan MJ, Dhruv HD, Gill S, Eichhoff OM, Seashore-Ludlow B, Kaffenberger SD, Eaton JK, Shimada K, Aguirre AJ (2017). Dependency of a therapy-resistant state of cancer cells on a lipid peroxidase pathway. Nature.

[27] Kasai H, Allen JT, Mason RM, Kamimura T, Zhang Z (2005). TGF-beta1 induces human alveolar epithelial to mesenchymal cell transition (EMT). Respir Res.

[28] Gudkov AV, Komarova EA (2003). The role of p53 in determining sensitivity to radiotherapy. Nat Rev Cancer.

[29] Purvis JE, Karhohs KW, Mock C, Batchelor E, Loewer A, Lahav G (2012). p53 dynamics control cell fate. Science (New York, NY).

[30] Paek AL, Liu JC, Loewer A, Forrester WC, Lahav G (2016). Cell-to-cell variation in p53 dynamics leads to fractional killing. Cell.

[31] Sullivan KD, Padilla-Just N, Henry RE, Porter CC, Kim J, Tentler JJ, Eckhardt SG, Tan AC, DeGregori J, Espinosa JM (2012). ATM and MET kinases are synthetic lethal with nongenotoxic activation of p53. Nat Chem Biol.

[32] John S, Sabo PJ, Thurman RE, Sung MH, Biddie SC, Johnson TA, Hager GL, Stamatoyannopoulos JA (2011). Chromatin accessibility pre-determines glucocorticoid receptor binding patterns. Nat Genet.

[33] Lidor Nili E, Field Y, Lubling Y, Widom J, Oren M, Segal E (2010). p53 binds preferentially to genomic regions with high DNA-encoded nucleosome occupancy. Genome Res.

[34] Lowe JM, Menendez D, Bushel PR, Shatz M, Kirk EL, Troester MA, Garantziotis S, Fessler MB, Resnick MA (2014). p53 and NF-kappaB coregulate proinflammatory gene responses in human macrophages. Cancer Res.

[35] Arandkar S, Furth N, Elisha Y, Nataraj NB, van der Kuip H, Yarden Y, Aulitzky W, Ulitsky I, Geiger B, Oren M (2018). Altered p53 functionality in cancer-associated fibroblasts contributes to their cancer-supporting features. Proc Natl Acad Sci U S A.

[36] Reyes José, Chen Jia-Yun, Stewart-Ornstein Jacob, Karhohs Kyle W., Mock Caroline S., Lahav Galit (2018). Fluctuations in p53 Signaling Allow Escape from Cell-Cycle Arrest. Molecular Cell.

[37] Hafner A, Stewart-Ornstein J, Purvis JE, Forrester WC, Bulyk ML, Lahav G (2017). p53 pulses lead to distinct patterns of gene expression albeit similar DNA-binding dynamics. Nat Struct Mol Biol.

[38] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnetjournal.

[39] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat Methods.

[40] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[41] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell.

[42] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[43] Crooks GE, Hon G, Chandonia JM, Brenner SE (2004). WebLogo: a sequence logo generator. Genome Res.

[44] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and cufflinks. Nat Protoc.

[45] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods.

[46] Kent WJ, Sugnet CW, Furey TS, Roskin KM, Pringle TH, Zahler AM, Haussler D (2002). The human genome browser at UCSC. Genome Res.

[47] Sanchez Y, Segura V, Marin-Bejar O, Athie A, Marchese FP, Gonzalez J, Bujanda L, Guo S, Matheu A, Huarte M (2014). Genome-wide analysis of the human p53 transcriptional network unveils a lncRNA tumour suppressor signature. Nat Commun.

[48] Zeron-Medina J, Wang X, Repapi E, Campbell MR, Su D, Castro-Giner F, Davies B, Peterse EF, Sacilotto N, Walker GJ (2013). A polymorphic p53 response element in KIT ligand influences cancer risk and has undergone natural selection. Cell.

[49] Rashi-Elkeles S, Warnatz HJ, Elkon R, Kupershtein A, Chobod Y, Paz A, Amstislavskiy V, Sultan M, Safer H, Nietfeld W (2014). Parallel profiling of the transcriptome, cistrome, and epigenome in the cellular response to ionizing radiation. Sci Signal.

[50] Williams K, Christensen J, Rappsilber J, Nielsen AL, Johansen JV, Helin K (2014). The histone lysine demethylase JMJD3/KDM6B is recruited to p53 bound promoters and enhancer elements in a p53 dependent manner. PLoS One.

[51] Desantis A, Bruno T, Catena V, De Nicola F, Goeman F, Iezzi S, Sorino C, Gentileschi MP, Germoni S, Monteleone V (2015). Che-1 modulates the decision between cell cycle arrest and apoptosis by its binding to p53. Cell Death Dis.

# Supplementary material for: Identification of universal and cell-type specific p53 DNA binding
**Source:** BMC Mol Cell Biol. 2020 Feb 18;21:5. doi: 10.1186/s12860-020-00251-8
**Supplement:** Supplementary file 3 — Additional file 3: Table S3. List of p53 target genes used for analysis in Additional file 4: Figure S4. This list was based on [12] and removing genes with low read coverage in our dataset.

p53 Target Genes used in this analysisAENANKRA2ANXA4APOBEC3CASCC3BAXBBC3BLOC1S2BTG2CCDC90BCCNG1CDKN1ACERS5CES2CMBLCSF1CYFIP2DCP1BDDB2DRAM1DUSP14DYRK3EPHA2EPS8L2FAM210BFBXO22FDXRFOSL1FUCA1GADD45AGDF15HSPA4LIER5IKBIPISCUKITLGLIFMDM2MICALL1NADSYN1NINJ1NTPCRORAI3PGPEP1PHLDA3PLK2PLK3PMAIP1POLHPPM1DPRKAB1PTP4A1RAP2BRNF19BRPS27LRRM2BSAC3D1SERTAD1SESN1SESN2SLC12A4SLC30A1SULF2SUSD6TGFATM7SF3TMEM68TNFRSF10BTNFRSF10DTP53I3TRAF4TRIAP1XPCZNF219ZNF337ZNF79

# Supplementary material for: Identification of universal and cell-type specific p53 DNA binding
**Source:** BMC Mol Cell Biol. 2020 Feb 18;21:5. doi: 10.1186/s12860-020-00251-8
**Supplement:** Supplementary file 4 — Additional file 4: Figure S1. Comparison of p53 DNA binding across cell lines and published p53 ChIP-seq datasets. Heatmap showing p53 binding intensity in 8742 locations in the genome in 12 IR treated cell lines (our data, same as Fig. 1c) as well as published datasets (listed in Methods and Table S1). Figure S2. Comparison of p53 levels between IR and Nutlin3A treatments. p53 levels were detected by western blot in MCF7 and UACC257 cells. Cells were either untreated, treated with 5 μM Nutlin3A or 4Gy IR for 2 h. Figure S3. Reproducibility of in vitro measurements of p53 DNA binding and comparison with in vivo binding. (A) Quantitative agreement in binding strength at p53 binding sites between two replicate p53 in vitro IP datasets using different p53 protein preps. (B) UCSC browser shots of three key binding sites for p53 showing agreement between in vitro binding datasets and divergence with in vivo data. Figure S4. Basal gene expression, but not DNA damage induced gene expression, correlates with cell-type specific p53 DNA binding. (A) Boxplots showing the distribution of Pearson’s correlation coefficients of either basal or DNA damage induced fold change of gene expression with p53 binding at the p53 target or variable p53 binding gene sets. (B) Box plots of the fold change of three canonical p53 target genes 3 h after IR. Each dot represents a cell line. CDKN1A/p21 is induced in all cell lines, while MDM2 and BBC3/Puma are cell line dependent. Figure S5. p53 binds to IL1A and IL1B in mesenchymal cell lines. UCSC browser screen shot of the p53 ChIP signal. In A549 cells, p53 binds in the proximity of IL1A/IL1B only after TGFβ treatment. Binding of p53 in this region can also be observed in another mesenchymal, CAL51, but not epithelial, HCT116, cell line. Figure S6. Knockdown of p53 in LOXIMVI cells reduces expression of inflammatory genes. Expression of p53, IL1A, IL1B, and CXCL1 by qPCR in cells treated with p53 siRNA compared to control siRNA (N = 4).

Figure S1

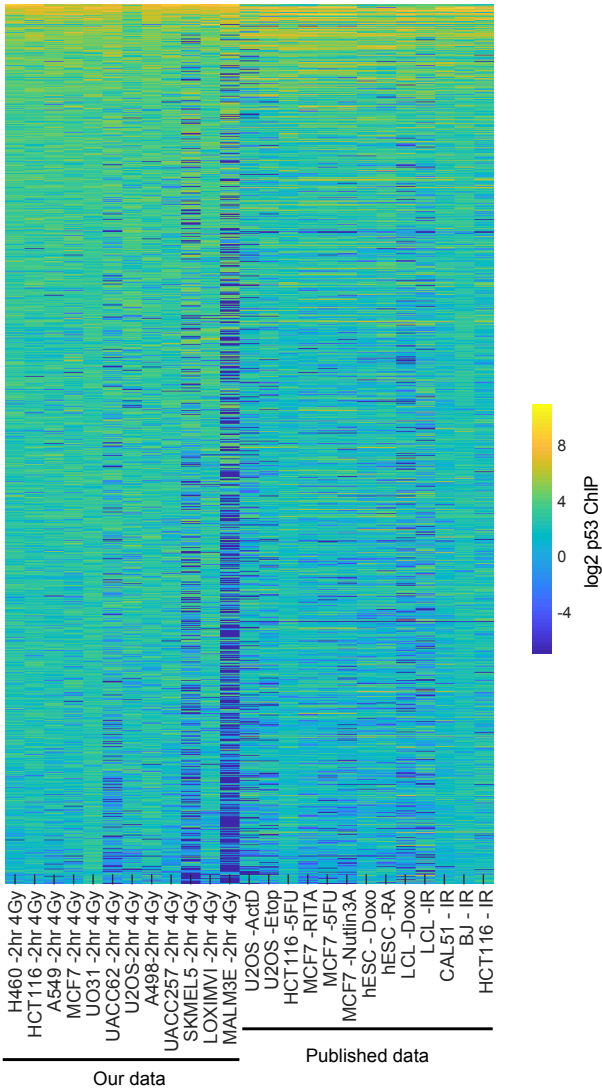

Figure S1: Comparison of p53 DNA binding across cell lines and published p53 ChIP-seq data-sets. Heatmap showing p53 binding intensity in 8742 locations in the genome in 12 IR treated cell lines (our data, same as Fig. 1C) as well as published datasets (listed in Methods and Table S1).

Figure S2

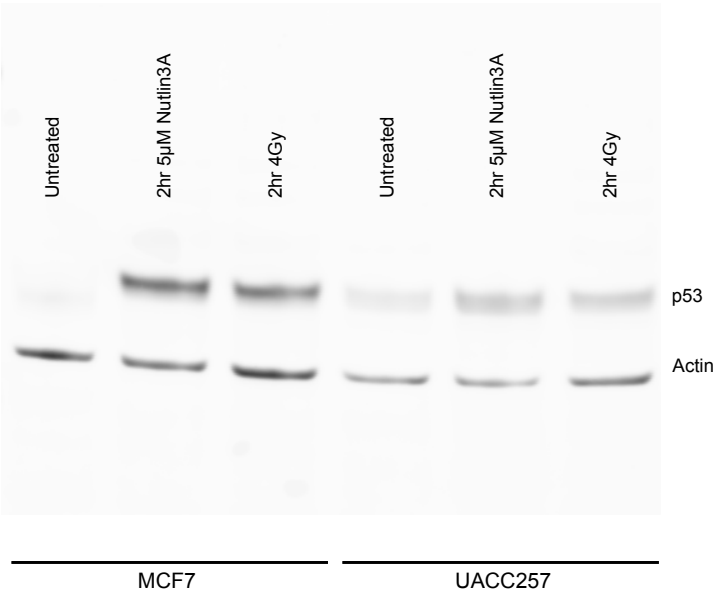

Figure S2: Comparison of p53 levels between IR and Nutlin3A treatments. p53 levels were detected by western blot in MCF7 and UACC257 cells. Cells were either untreated, treated with 5μM Nutlin3A or 4Gy IR for 2 hours.

Figure S3

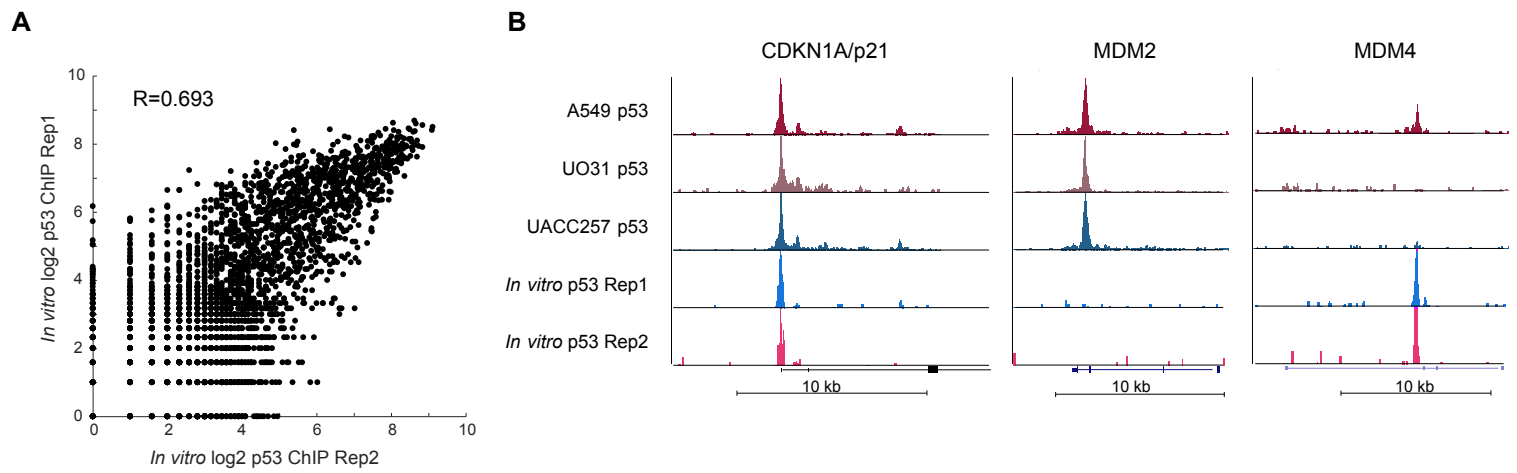

Figure S3: Reproducibility of *in vitro* measurements of p53 DNA binding and comparison with *in vivo* binding. (A) Quantitative agreement in binding strength at p53 binding sites between two replicate p53 *in vitro* IP datasets using different p53 protein preps. (B) UCSC browser shots of three key binding sites for p53 showing agreement between *in vitro* binding datasets and divergence with *in vivo* data.

Figure S4

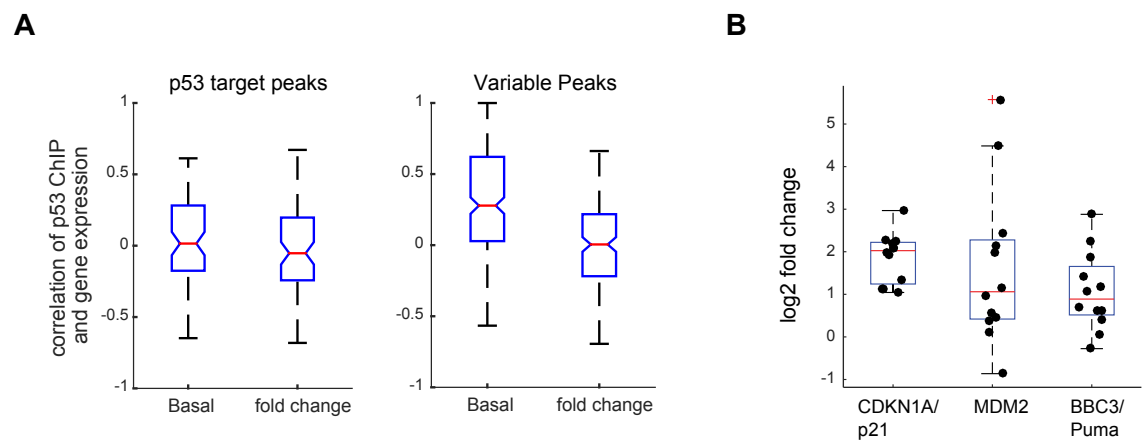

Figure S4: Basal gene expression, but not DNA damage induced gene expression, correlates with cell-type specific p53 DNA binding. (A) Boxplots showing the distribution of Pearson's correlation coefficients of either basal or DNA damage induced fold change of gene expression with p53 binding at the p53 target or variable p53 binding gene sets. (B) Box plots of the fold change of three canonical p53 target genes 3h after IR. Each dot represents a cell line. CDKN1A/p21 is induced in all cell lines, while MDM2 and BBC3/Puma are cell line dependent.

Figure S5

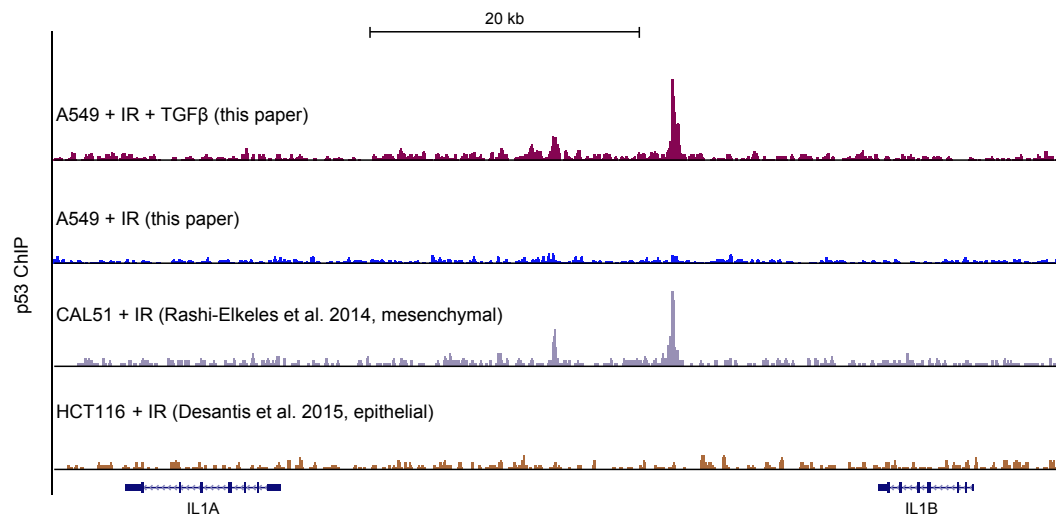

Figure S5: p53 binds to IL1A and IL1B in mesenchymal cell lines. UCSC browser screen shot of the p53 ChIP signal. In A549 cells, p53 binds in the proximity of IL1A/IL1B only after TGFβ treatment. Binding of p53 in this region can also be observed in another mesenchymal, CAL51, but not epithelial, HCT116, cell line.

Figure S6

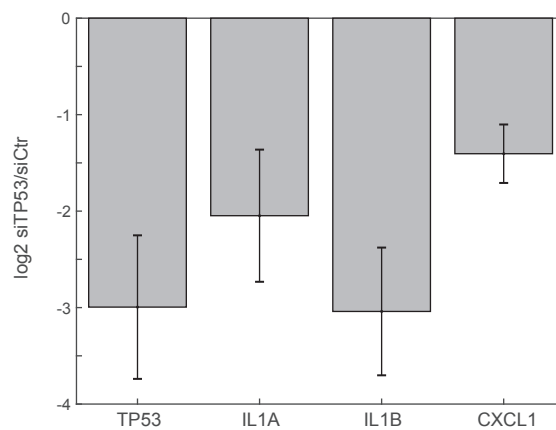

Figure S6: Knockdown of p53 in LOXIMVI cells reduces expression of inflammatory genes. Expression of p53, IL1A, IL1B, and CXCL1 by qPCR in cells treated with p53 siRNA compared to control siRNA (N=4).

How the deposited data were processed for this re-analysis (not part of the article)

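p53 ChIP-seq was examined in 12 cell lines 2 h after 4 Gy, in RPE1 cells after the same dose, and in MCF7 and UACC257 cells after 5 µM Nutlin3A for 2 h, with 1 library each. ATAC-seq was examined in untreated MCF7 and LOXIMVI cells, with transposed genomic DNA of both lines as background. p53 immunoprecipitated in vitro on MCF7 genomic DNA was 1 library. MCF7 cells with and without 2 µM decitabine for 5 days had 1 p53 library each. They had 1 ATAC library with decitabine, set against that of untreated MCF7 cells. A549 cells had 2 p53 libraries with and 2 without TGFβ, all given as Nutlin3A-treated, and 11 RNA libraries (3 untreated, 3 with Nutlin3A, 3 with TGFβ and 2 with both). RNA of the 12 lines was 1 untreated and 1 irradiated library per line, the latter from 3 h after 4 Gy.

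Reads were aligned to hg19 by the authors with Bowtie 1.1.1, and peaks were called with HOMER and MACS2 on reads pooled over the lines, without the ENCODE black list. The signal values of the p53 and ATAC table are reads per peak from which the authors subtracted the flanking background and which they scaled to equal totals. The counts of the decitabine, in vitro and TGFβ tables are whole reads per peak as the authors counted them, without scaling. The log2 values of the in vitro table are the logarithm of the mean of the 12 scaled lines, averaged by the authors. The FPKM values of the 12 lines were estimated by the authors with TopHat2 2.1.0 and Cufflinks 2.1.1 on hg19, and the filter that left 11144 genes is not stated. The TPM values of A549 cells were computed by the authors, who name TopHat, Cuffquant, Cuffmerge and Salmon without saying which was used for these libraries. In the peak tables the values stand 1 cell to the left of their headers and the coordinates are not in the order of the values. The columns were therefore read by position, and the coordinates were sorted by chromosome and start before use.

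Reads in peaks of the 12 lines were estimated at 9088 for MALME3M, 16077 for SKMEL5, 20723 for UACC62 and 39925 to 191512 in the others. The deposited counts add up to 111357 and 93653 for the p53 libraries labelled without and with decitabine, 64699 and 77076 for ATAC, and 130512 in vitro. For TGFβ they were 97325 and 62825 without and 288487 and 157767 with it. Reads per RNA library are not given in the sources used here, so no counting error could be set on FPKM or TPM.

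Peaks with a mean of at least 2 normalized counts over the 12 lines were kept, which left 8722, and a peak was called bound above 4. Correlations used log2 values with a pseudocount of 1, by Pearson, with average linkage for clustering. The motif score came from a position weight matrix started from the p53 consensus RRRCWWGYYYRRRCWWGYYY and refined on the central 160 bp of the peaks. It is the best site in the 500 bp around the peak centre. Variable peaks were the 494 with the largest excess of the CV over a lowess fit on the mean. Genes were joined to peaks by a transcription start within 10 kb. Expression and binding were correlated over 10 lines, for genes with at least 1 FPKM in 1 library, with 1000 permutations of the lines. Single genes had up to 100000 permutations. Genes near gained peaks were set against 10000 random sets of like expression. Binomial intervals are at 95%.

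RNA was tested with limma (trend) on log2 values plus 1. For irradiation the line was the block, over 10303 genes with at least 1 FPKM in 12 of the 24 libraries. A549 libraries were fitted together in 4 groups, over 14336 genes with at least 1 TPM in 3 libraries. p53 peaks with TGFβ were tested with edgeR's quasi-likelihood test after TMM, over 3805 peaks with at least 10 reads in 2 libraries. All adjusted p are by Benjamini-Hochberg with a threshold of 0.05. There were 13 gene lists: p53 targets of Table S3, inflammatory genes, estrogen response, mesenchymal, epithelial, TGFβ response, G2 and M phase, G1 and S phase, immediate early genes, histones, and markers of melanocytes, blood and fibroblasts. The inflammatory and estrogen lists include the genes that the paper names. Lists were tested with camera at a correlation of 0.01, where at least 3 members were measured.

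Genes and peaks were named by a rule with 4 parts. The first is every gene that the paper names, whose values in the paper had been seen. The next is the 10 largest rises and 10 largest falls of each RNA comparison at an adjusted p under 0.05. These had a mean of at least 1 in a group and the same direction in every line, or A549 groups apart in every library. A further part is the 4 members of each list with the smallest p. The last is the 10 peaks with the highest mean and the 10 most variable. It adds 5 peaks each way for MCF7 against LOXIMVI and for decitabine, with at least 20 normalized counts in 1 library, and 10 each way with TGFβ at an adjusted p under 0.05.

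Each step was tested on simulated data. In 3000 simulated windows, a part of which held a site, the motif scan found 96.9% of the planted sites (AUC 0.978). These sites were drawn from the matrix that the scan starts from. Of 400 simulated variable peaks, 96.25% were recovered. They were planted with a large contrast between a pair of lines and the rest, so recovery of smaller differences was not tested. A planted r of 0.5 between expression and binding came back as 0.535 and a planted 0 as −0.0297. Of 100 genes changed by a log2 of 1 and of 2, limma recovered 92% and 100% for irradiation with 15 false calls. The noise simulated for irradiation was smaller than the residual spread of the real libraries and independent between genes. The recovery for irradiation is therefore too high for the real data. For TGFβ limma recovered 86% and 92% with 3 false calls, and 84% and 94% for Nutlin3A with 6. For Nutlin3A in TGFβ-treated cells it was 82% and 91% with 7, and for the interaction 64% and 89% with 7. With edgeR 27% and 68% of 100 changed peaks were recovered for TGFβ with 5 false calls.

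Alternatives were the pseudocount (0.1), peak filters, thresholds of 2 and 8, Spearman correlation, complete linkage, the set of lines, ATAC over transposed DNA, and distances. For the tests they were no low-value filter, the replicate block, only the groups compared, each library left out in turn, DESeq2 or library totals for the TGFβ peaks, and fry or an estimated correlation for the lists. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9, samtools 1.23.1, and R 4.3.3 with limma 3.58.1, statmod 1.5.0, edgeR 4.0.16 and DESeq2 1.42.0. UACC62 and UACC257 were left out where expression is set against binding, since their RNA titles and cell line fields disagree. The A549 input libraries and the in vitro background were not analysed here. The MCF7 input was described only.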

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

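The tests of GC content as part of the change, of a response common to the lines and of Nutlin3A at the shared genes were chosen after the results were seen.

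The microRNA gene MIR6753 was listed at 8.33 ± 2.52 TPM with TGFβ alone (SD, n = 3) and at 0 in every library of the other 3 groups. It stands out as a difference between groups: the effect of Nutlin3A differed between TGFβ-treated and untreated cells by a log2 of −3.18 (SE 0.32, adjusted p = 0.024 from limma for the interaction), the 1 gene of 14336 that passed. With a pseudocount of 0.1 its adjusted p was 0.12 and with a replicate block 0.089 (0 genes passed in both, with 1757 and 1859 at an unadjusted p under 0.05), while with no filter 9 genes passed. The number was 3 without untreated library 1 or 3, or the 2nd with TGFβ and Nutlin3A, 8 without the 1st of those and 6 without TGFβ library 3. It was 0 without untreated library 2, Nutlin3A library 2 or 3, or TGFβ library 1 or 2.

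TGFβ changed 8033 of 14336 genes in A549 cells at an adjusted p under 0.05 from limma, a signal in data that the paper reports only for genes near gained peaks. Of these, 3999 rose and 4034 fell. Among the 10 splits of the 6 libraries 1, the real one, reached this number, the highest other gave 5, and 10 splits are too few for a share under 0.05.

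Nutlin3A changed 104 genes in untreated A549 cells (95 rose and 9 fell, limma), libraries on whose genes as a whole the paper does not report. Again 1 of 10 splits, the real one, reached this number, the highest other gave 6, and the splits are too few for a share under 0.05. The number was 61 without untreated library 1 or 2, 54 without Nutlin3A library 1, 50 without the 2nd and 62 without the 3rd.

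TP53 mRNA rose with TGFβ by a log2 of 0.99, a change that the paper does not report. p53 fell at 191 peaks after TGFβ at an adjusted p under 0.05 from edgeR, peaks outside those the paper discusses (60 by DESeq2, 98 without untreated library 1, 105 without untreated library 2, 93 without TGFβ library 1 and 73 without TGFβ library 2).

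After irradiation, H460 and A549 shared a change of RNA with r = 0.864 across genes, a signal in genes outside those the paper discusses. In both lines 2468 genes were at least 2-fold lower and 1630 at least 2-fold higher, while 37 went opposite ways.

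Transcript length as the whole cause of that change is argued against, since r was still 0.859 with its trend taken out. GC content stays open as the whole cause (r = 0.549 with it taken out), and may be a part of it, since a curve on GC content removed at least 70.4% of the variance of the changes in each line. The untreated A549 library may be the unusual one, since it had r = 0.698 with untreated A549 cells of the TGFβ experiment and the irradiated library 0.909, a difference of −0.212. p53 activation as by 2 h of Nutlin3A is argued against for A549 as the source of a change of this size. At 4082 genes of the shared change, the median change with Nutlin3A was −3.70% of that after irradiation, taken in its direction (−4.30 to −2.40% in the 3 libraries). Yet CDKN1A rose by a log2 of 2.07 with Nutlin3A and 1.13 after irradiation. The changes with Nutlin3A and after irradiation had opposite GC trends (r = 0.275 and −0.853), which were not taken out here. RNA after irradiation was from 3 h.

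A p53 response particular to irradiation, or to H460, stays open. p53 targets as a list stood at or above the percentile 98.5 of matched lists in both lines, which says nothing of genes outside the list. A response to irradiation common to the lines also stays open. The changes of A549 and UO31 had r = −0.693, but their trends on GC content were opposite (r = −0.853 and 0.700). With the GC trend taken out, the other 10 lines had a median r of 0.0870 with the mean change of H460 and A549, from −0.363 in the pair titled UACC62 to 0.342 in MCF7 and 0.355 in HCT116.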

How the results depend on the processing

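Added after seeing the data were the linear scale, the 160 bp motif window, the GENCODE annotation, the GC corrections, the upper quartile, the sets without H460, A549, HCT116 or LOXIMVI, the expression sets without SKMEL5 and MALME3M, the lists without genes that the paper names, exchanged decitabine labels, and thinning; all other alternatives were set before the data were examined. DESeq2 on the RNA values (not counts) and the in vitro background were not run, and the interaction has no fit with fewer groups. For the TGFβ peaks, with 4 libraries, edgeR recovered 27% of 2-fold changes on simulated data. Where no reason is given below, the cause was not tested.

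Peaks per line had a median of 6085, 7471.5 above 2 and 3654.5 above 8 normalized counts, by construction fewer. The mean r between lines stayed between 0.213 and 0.360 on the log2 scale. With a pseudocount of 0.1, Nutlin3A with irradiation had 0.496 in MCF7 and 0.569 in UACC257, the motif 0.263 (highest line 0.322), in vitro binding 0.189, p53 and ATAC ratios 0.492 (24.2%), ATAC with motif 19.8% in MCF7 and 25.4% in LOXIMVI, and decitabine −0.0313. With at least 2 normalized counts in both samples, RPE1 had 0.332, Nutlin3A 0.640 and 0.666, p53 and ATAC 0.521 (27.2%), ATAC with motif 21.7% and 26.9%, ATAC with in vitro binding −0.176, and decitabine −0.122. By Spearman, Nutlin3A had 0.543 and 0.607, the excess r within tissues 0.0643 (permutation p = 0.034, from 0.11), the motif 0.189 (highest line 0.288), in vitro binding 0.160, p53 and ATAC 0.498 (24.8%), and p53 with the fold change after irradiation −0.0182, reversed from 0.0115. On the linear scale the lines had 0.543, RPE1 0.473, Nutlin3A 0.886 and 0.919, the highest pair 0.717, the motif 0.200 (highest line 0.262), in vitro binding 0.222, and ATAC with in vitro binding −0.0664. With GC content taken out the last was −0.138. ATAC over transposed DNA gave 0.357 (12.7%), 11.5% and 15.4%. With a mean of at least 8 normalized counts, 315 variable peaks were shared with the 494, since fewer peaks entered. All peaks and complete linkage moved none of these results.

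The 16 genes changed after irradiation, all rises, were 1 without the replicate block, 1 without the UACC pairs, 25 (18 rose) without H460, A549 and HCT116, and 106 (60 rose) with the GC trend taken out and the replicate block kept. Without those 3 lines TP53 reversed to a log2 of 0.15. p53 and untreated expression had a median r from 0.305 to 0.618 (permutation p = 0.001 throughout, the smallest possible), and the fold change after irradiation had −0.0805 without SKMEL5 and MALME3M. TGFβ changed from 7275 to 8077 genes, the highest with a replicate block. Nutlin3A changed 80 genes with a replicate block, and 50 (without Nutlin3A library 2) to 72 (without untreated library 3) with 1 library left out, against 61 without untreated library 1 or 2 and 54 and 62 without Nutlin3A library 1 and 3. In TGFβ-treated cells it was 183 with a replicate block, 31 with only those groups, and 55 (without library 2 of TGFβ and Nutlin3A) to 449 (without TGFβ library 3), against 124, 121 and 140 without TGFβ library 1 and 2 and library 1 of both drugs. The lone library is then assumed to vary like the other groups. For the interaction the number was 0 with a pseudocount of 0.1 or a replicate block, 9 with no filter, and 0 to 8 with 1 library left out (limma; 1757 and 1859 had an unadjusted p under 0.05 in the first 2). The libraries behind these are named above. With an estimated correlation, passing lists were 0 of 8 for TGFβ, 1 of 7 for Nutlin3A in TGFβ-treated cells and 0 of 4 for the interaction, and with fry 10, 4 and 0.

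The 468 peaks changed with TGFβ were 443 with a replicate block, 166 by DESeq2, 299 thinned to 1 depth, and 204 to 311 with 1 library left out (204 and 308 without untreated library 1 and 2, 265 and 311 without TGFβ library 1 and 2). Genes within 5 kb of gained peaks had a median log2 of 0.0553, over fewer genes. IL1A reversed for Nutlin3A to −0.0067 without untreated library 2 (highest 0.18), and for the interaction to −0.13 with a pseudocount of 0.1 and −0.0343 without library 1 of TGFβ and Nutlin3A (highest 0.43). CD68 reversed with TGFβ to 0.0488 without TGFβ library 1 (lowest −0.26). Of 661 values of named genes and peaks under alternatives, 581 kept direction and side of the threshold, 67 lost and 8 gained a pass, and 5 reversed.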

Differences from the paper's values

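The scale of the values, the GENCODE annotation and exchanged decitabine labels were settings chosen after the data were seen. Below, counts and percentages differ when more than 1.5-fold apart, and correlations when apart by more than their error.

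On log2 values, the mean r over the 66 pairs of lines was 0.274 (the paper's is 0.53), the mean r of RPE1 with the lines 0.239 (the paper's 0.48) and the highest pair 0.518 (the paper's 0.73). Nutlin3A and irradiation had r = 0.575 in MCF7 (the paper's 0.87) and 0.645 in UACC257 (the paper's 0.88). All alternatives set before the data were examined, that is pseudocount, peak filters, Spearman correlation and, for the lines and RPE1, leaving out SKMEL5 and MALME3M, still differed. On linear normalized counts, a scale chosen after seeing the values, the first 3 were 0.543, 0.473 and 0.717, within the paper's, while Nutlin3A had 0.886 in MCF7 and 0.919 in UACC257, which still differed.

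For the motif score and the mean of the 12 lines r was 0.288, against the paper's 0.26. With a pseudocount of 0.1 it was 0.263, which did not differ, while all peaks and Spearman did. The highest single line had 0.350, against the paper's 0.22, and every alternative differed. Within 10 kb of a gene lay 128 variable peaks, against the paper's 218. A mean of at least 8 normalized counts gave 152, within 1.5-fold of the paper's though lower, while leaving out SKMEL5 and MALME3M (119) and a threshold of 2 robust SD (91) were not. The GENCODE annotation, chosen after seeing the values, gave 163, also lower but within 1.5-fold.

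ATAC and motif together explained 23.7% of the variance of p53 in MCF7, against the paper's 13.8%. A pseudocount of 0.1 (19.8%) and ATAC over transposed DNA (11.5%) came within 1.5-fold of the paper's, the first above and the second below it, while all peaks (23.8%) and at least 2 normalized counts in both samples (21.7%) did not. With decitabine, the changes in p53 and ATAC had r = −0.0557, against the paper's 0.16, and all alternatives set before the data were examined differed. With the labels of the p53 libraries exchanged, a choice made after seeing the values, r was 0.0557, and 0.122 with at least 2 normalized counts in both, of the paper's sign but still lower.

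Peaks per line above 4 normalized counts, the threshold of the methods, were fewer than in Table S1 in all 12 lines, while above 2 they equal it.

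The paper states that p53 at the DLGAP5 site increased with decitabine, while the library labelled with the drug had 9 reads and the other 107. It names that site as the 1 that changed, while 5 peaks were at least 4-fold lower and 1 at least 4-fold higher. The paper says that MDM2 lacks a strong motif at its peak, while the best site there had a score of 14.2, above the 95th percentile of flanking sequence. The paper gives p53 at CXCL1 as absent outside LOXIMVI, UO31 and H460, while UACC257 had 53.1 and SKMEL5 18.3 normalized counts there, against 59.4 in H460. It gives the same for IL1A, while at the peak nearest to its start MALME3M had 9.87, UACC62 9.69 and A549 9.61, against 6.94 in UO31. The CKAP2L peak just downstream of IL1A was highest in LOXIMVI, followed by UO31. Which of these peaks the paper shows for IL1A was not determined. By the estimate of reads, 1 read is worth 10.2 normalized counts in MALME3M, 5.79 in SKMEL5, 4.49 in UACC62 and 0.486 in UO31. The values of MALME3M, SKMEL5 and UACC62 at these peaks thus rest on few reads. Those of UACC257 and A549, at 1.02 and 0.735 normalized counts per read, rest on more. Among the inflammatory genes that the paper gives as variable, the peak nearest to the start of IL1A was not among the 494. The CKAP2L peak just downstream of IL1A and the peaks at IL1B, CXCL1 and CCL20 were.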

Other observations

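The test of counting noise at DLGAP5 and, for MALME3M, the comparisons with reads rounded to the nearest and with the deposited number were chosen after the result was seen.

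With TGFβ in A549 cells, LCE3D rose from 0.121 to 181 TPM (log2 7.34), COL22A1, a collagen gene, from 0.0847 to 87.7 TPM, and TNFAIP6, which binds hyaluronan, from 0.910 to 113 (log2 5.87). INHBA, a subunit of activin, rose from 0.0456 to 49.3 (log2 5.58), STC1 from 2.54 to 164 (log2 5.57), SLN from 0.467 to 71.7 (log2 5.76) and the metalloprotease gene ADAM19 from 2.73 to 143 (log2 5.27). IGFL3 was listed at 0 without and at 54.2 TPM with TGFβ. AGR2 fell from 266 to 1.02 TPM (log2 −7.10), GPX2 from 225 to 2.99 (log2 −5.86), ALDH3A1 from 494 to 12.6 (log2 −5.25), INHBB from 54.6 to 0.546 (log2 −5.18) and CYP4F11 from 37.7 to 0.569 (log2 −4.68). SDPR fell by 4.68, RTN4RL2 by 4.44 and FGA by 4.43 on the log2 scale, and S100P and MIR6758 were at 60.0 and 24.9 TPM without TGFβ and listed at 0 with it. These genes had an adjusted p under 0.05 from limma and groups apart in every library.

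Among lists, 15 of 19 TGFβ response genes rose and 3 fell (limma; the same over the list alone; median log2 1.86, camera adjusted p = 3.0e-05, adjusted p = 0.085 with an estimated correlation). Of 14 immediate early genes 13 rose and 1 fell (median log2 1.49, camera adjusted p = 3.1e-07, estimated 0.077). Cell division genes fell: 26 of 30 G2 and M genes (27 over the list alone; median log2 −0.58, camera adjusted p = 1.0e-08, estimated 0.13) and 17 of 20 G1 and S genes (median log2 −0.50, camera adjusted p = 1.5e-06, estimated 0.15). Of 15 estrogen response genes 7 rose and 3 fell (camera adjusted p = 0.36), with TFF1 among the rises, from 1.89 to 16.9 TPM (log2 2.57), and of 10 histone genes 3 rose and 1 fell (camera adjusted p = 0.16). The melanocyte, fibroblast and blood lists had 2 measured members each and no set test. MITF fell from 10.3 to 2.50 TPM (log2 −1.69, adjusted p = 1.8e-06) and MLANA was at 0.796 and 1.72 (log2 0.60, adjusted p = 0.025, but 0.074 without TGFβ library 1). FBLN1 rose from 19.0 to 31.2 TPM (log2 0.69), THY1 from 4.28 to 8.38 (log2 0.84), CD14 fell from 2.17 to 0.871 (log2 −0.75, adjusted p = 0.0046), and CD68 was at 20.9 and 19.4 (log2 −0.12, adjusted p = 0.51, and 0.05 without TGFβ library 1).

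Nutlin3A alone raised BTG2 from 9.26 to 53.5 TPM (log2 2.42), SESN1 and SESN2 (log2 1.93 and 1.75), the stress cytokine GDF15 (log2 1.62, adjusted p = 0.041) and TP53INP1 (log2 1.47). CYP1A1 and AHRR, targets of the aryl hydrocarbon receptor, rose too (log2 2.01 and 1.45). The 9 genes that fell were SOX9 (log2 −0.97), NR4A1 (−0.63), MYC from 102 to 69.8 TPM (−0.55), KLF10, PTHLH and C8orf4 (−0.50 each), KLF5 (−0.42), OSGIN2 (−0.40) and HMGCS1 (−0.30). In TGFβ-treated cells 151 genes rose and 72 fell with Nutlin3A, among them BTG2 (log2 2.37), GDF15 (2.28), FAS (1.80) and MYC (−0.91). That total of 223 was 124 without TGFβ library 1, 121 without the 2nd, 449 without the 3rd, 140 without library 1 of TGFβ and Nutlin3A and 55 without the 2nd. There the G1 and S list fell as a set (camera adjusted p = 4.8e-08, estimated 0.21), as did G2 and M genes (1.6e-06, estimated 0.26) and the TGFβ response list (1.7e-06, estimated 0.12). By the interaction, the effect of Nutlin3A on G1 and S genes was lower with TGFβ (camera adjusted p = 5.2e-08, estimated 0.41), with 0 members passing in limma and 7 over the list alone (of all genes 1773 had an unadjusted p under 0.05).

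After irradiation, estrogen, mesenchymal, epithelial, TGFβ response and histone lists had 8, 15, 9, 16 and 4 measured genes, of which 0 passed in limma (of all genes 742 had an unadjusted p under 0.05), and of 13 immediate early genes 1, ATF3, rose. With the GC trend taken out, 1 mesenchymal gene rose, and of the immediate early genes 1 rose and 1 fell. MYC had a log2 fold change of −0.86 (SE 0.23, adjusted p = 0.30, lower in 11 of 12 lines). Near p53 peaks lay 3 melanocyte, 1 blood and 0 fibroblast genes, of which 0 lay near a variable peak. A total of 16 genes by chance is argued against. Of 100 splits in which the labels were exchanged within lines, 1, the real one, gave as many, and the highest other gave 0. These splits were a random draw from all possible ones. The total was 1 without the replicate block and 1 without the UACC pairs.

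MALME3M and SKMEL5 had the fewest peaks above 4 normalized counts. MALME3M had 3229 and SKMEL5 4631, and the other 10 lines 5777 to 7159. Sequencing depth may account for much of this gap and stays open as the whole cause. With reads rounded down, which left MALME3M 6890 reads and 2569 peaks, and every line thinned to that total, the other 10 lines had 3561 to 3880 peaks and SKMEL5 3177. The lowest of the 10 was 1.39 times MALME3M, and 1.30 times in 1 draw with reads rounded to the nearest (4194 and 3226 peaks). The 3561 of the lowest line lies closer to the 3229 deposited for MALME3M, though at fewer reads than the 9088 estimated there. Depth is not excluded, since thinning does not repeat the subtraction of flanking signal that the authors made. Melanoma origin stays open: the other 3 melanoma lines had a median of 3580 against 3711 in lines of other tissues, a difference of −130.5. All 3 lay below the 7 lines of other tissues, as melanoma origin would predict. The gap was small: LOXIMVI, the highest, had 3615 (SD of draws 41.1) and HCT116, the lowest of the 7, had 3649. All of these lay well above the 2569 of MALME3M. Weaker p53 activation in these lines was not tested.

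At the DLGAP5 site p53 was lower in the library labelled with decitabine, 9 against 107 reads. Counting noise at 1 peak is argued against by an exact binomial p of 3.7e-15 after multiplication by the number of peaks. An exchange of the labels of the p53 libraries is a candidate explanation: at 96 of 146 peaks that differed by at least 2-fold (65.8%), the irradiated MCF7 library of the panel lay closer to that labelled with decitabine. The share was 90.4% at the peaks lower and 33.3% at those higher in that library, and the mean of both directions was 61.8% (95% interval 55.2 to 68.5%). At the DLGAP5 peak the panel library had 5.54 normalized counts, against 8.95 in the library labelled with decitabine and 89.5 in the other. The panel library was sonicated, while both libraries of the decitabine experiment were cut with micrococcal nuclease, so the reference differs from both in protocol. A true loss of p53 with decitabine stays open, with 1 library per condition.

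p53 at peaks that rose with TGFβ in A549 may follow a mesenchymal state, a hypothesis tested on the panel. At these peaks the median log2 ratio of LOXIMVI over A549 was −0.205, so LOXIMVI had less p53 there than A549. Random peak sets had a median ratio of −0.632. The observed ratio lay at their percentile 100, an excess over them of log2 0.43, and at falling peaks the excess was −0.40. UO31 (0.56), MALME3M (0.44), UACC62 (0.32) and A498 (0.30) also had an excess over random sets, while MCF7 and H460 had −0.12 each. Only in UO31 was the ratio over A549 itself positive (0.10). Across 9 lines the excess and the expression of mesenchymal genes had r = 0.642 (exact permutation p = 0.069; rho = 0.65, p = 0.067), which did not pass, and r was 0.363 without MCF7 and HCT116. The relation to mesenchymal expression therefore stays open.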
